# A systems approach discovers the role and characteristics of seven LysR type transcription factors in *Escherichia coli*

**DOI:** 10.1038/s41598-022-11134-7

**Published:** 2022-05-04

**Authors:** Irina A. Rodionova, Ye Gao, Jonathan Monk, Ying Hefner, Nicholas Wong, Richard Szubin, Hyun Gyu Lim, Dmitry A. Rodionov, Zhongge Zhang, Milton H. Saier, Bernhard O. Palsson

**Keywords:** Microbial genetics, Genetics, Microbiology, Molecular biology, Systems biology

## Abstract

Although *Escherichia coli* K-12 strains represent perhaps the best known model bacteria, we do not know the identity or functions of all of their transcription factors (TFs). It is now possible to systematically discover the physiological function of TFs in *E. coli* BW25113 using a set of synergistic methods; including ChIP-exo, growth phenotyping, conserved gene clustering, and transcriptome analysis. Among 47 LysR-type TFs (LTFs) found on the *E. coli* K-12 genome, many regulate nitrogen source utilization or amino acid metabolism. However, 19 LTFs remain unknown. In this study, we elucidated the regulation of seven of these 19 LTFs: YbdO, YbeF, YcaN, YbhD, YgfI, YiaU, YneJ. We show that: (1) YbdO (tentatively re-named CitR) regulation has an effect on bacterial growth at low pH with citrate supplementation. CitR is a repressor of the *ybdNM* operon and is implicated in the regulation of citrate lyase genes (*citCDEFG*); (2) YgfI (tentatively re-named DhfA) activates the *dhaKLM* operon that encodes the phosphotransferase system, DhfA is involved in formate, glycerol and dihydroxyacetone utilization; (3) YiaU (tentatively re-named LpsR) regulates the *yiaT* gene encoding an outer membrane protein, and *waaPSBOJYZU* operon is also important in determining cell density at the stationary phase and resistance to oxacillin microaerobically; (4) YneJ, re-named here as PtrR, directly regulates the expression of the succinate-semialdehyde dehydrogenase, Sad (also known as YneI), and is a predicted regulator of *fnrS* (a small RNA molecule)*.* PtrR is important for bacterial growth in the presence of l-glutamate and putrescine as nitrogen/energy sources; and (5) YbhD and YcaN regulate adjacent y-genes on the genome. We have thus established the functions for four LTFs and identified the target genes for three LTFs.

## Introduction

Recently, the roles of uncharacterized LysR-type transcription factors (LTFs) have been identified via multiple approaches, including transcriptome analysis of uncharacterized TF (yTF)-deleted mutants (machine-learning-based), gene clustering, and the detection of DNA-binding sites^1^. The predicted yTF targets annotated as transporters and enzymes define the TF physiological role. A combination of the knowledge from EcoCyc, Fitness Browser, and iModulonDB with TF DNA-binding data provided hypotheses for the putative physiological functions of yTFs under different growth conditions^2^. Indeed, as an example, the function of one TF, PunR, was recently discovered to be an activator for *punC*, purine transporter important for adenosine utilization as a nitrogen source. Recently novel regulators for *csgD* were found by the promoter-specific screening of the 198 purified TFs including yTFs: YbiH, YdcI, YhjC, YiaU, YjgJ and YjiR. Two regulators for *csgD*: repressor YiaJ and activator YhjC (renamed RcdB) were found^3^. The SELEX method for the detection of the YbiH DNA-binding sites and antibiotics sensitivity for the yTF deletion mutant were used to predict the function for the CecR(YbiH)^4^.

The RNA-seq data for the TF deletion mutants under specific growth conditions provide information about transcription affected by mutation (Fig. 1). In *Escherichia coli*, LTFs are regulators for amino acids (AAs), purine, and dicarboxylate metabolism, nitrogen assimilation (NAC), antibiotic resistance, and virulence. LTF regulatory proteins protect 50–60 bp regions with TA-rich regulatory binding sites and activation binding sites (ABS) and regulate different metabolic pathways. LTFs are known to regulate conserved gene clusters that are adjacent to the genes encoding the regulator^5^, but additionally, LTF autoregulation is a common property. As one of the largest families of HTH-type regulators, LTFs contain an N-terminal helix-turn-helix DNA-binding domain and C-terminal co-inducer binding domain (Fig. S1). Given the broad conservation of LTFs, it is possible that they regulate a wide variety of target genes with diverse physiological functions using common regulatory features.

**Figure 1:**
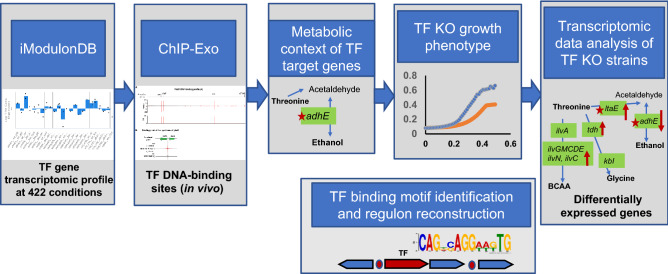
Systems approach for the prediction of transcription factor’s function. A systematic approach to identify LysR family unknown transcriptional factors physiological function in *E. coli*.

LTFs account for 16.7% (47 out of 280) of the total number of transcription factors in *Escherichia coli* K-12^6^. Out of the 47 LTFs, 26 (AbgR, AllS, ArgP, Cbl, CynR, CysB, Dan, DmlR, DsdC, GcvA, HcaR, HdfR, IlvY, LeuO, LrhA, LysR, MetR, Nac, NhaR, OxyR, PerR, PgrR, QseA, QseD, TdcA, XapR) have known functions and the majority were shown to regulate adjacent genes^7^. However, there are still many uncharacterized TFs belonging to the LysR-type family, which require further studies to determine their regulatory functions. This effort is also important for the reconstruction of the transcriptional regulatory network (TRN). The set of the six yTFs from LysR family (YbdO, YbeF, YcaN, YbhD, YgfI, YiaU) upregulated in the presence of l-threonine as supplement (iModulonDB, PRECISE) to minimal growth medium and YneJ, transcriptional analysis for the regulation of putrescine/l-glutamate utilization in minimal medium were characterized in our research.

*Escherichia coli* is a representative of the commensal mammalian intestinal microbiota and is the best characterized model gram-negative bacterium. Nutrient starvation conditions are important for the gut microbiome bacterial community as they cause stress, activating different survival mechanisms^8^, and TRNs rewire the metabolism under different conditions. iModulonDB is a collection of *E. coli* MG1655 transcriptomics data for different growth medium and stress conditions^9^. Machine-learning based ICA data analysis (iModulonDB), RNA-seq data for the TF knockout, and ChIP-exo data (in vivo DNA-binding sites) are useful resources for LTF characterization. Recently, the ChIP-exo results for verified uncharacterized TFs in *E. coli* MG1655 was published^1^. The gene expression profiling for LTFs under multiple growth conditions in iModulonDB provides important information for predicting the growth conditions to verification of function for the yTFs^9^.

We performed systems analysis for the prediction of LTF functional role using data combined from previously published chromatin immunoprecipitation with exonuclease treatment (ChIP-exo) detected LTF DNA-binding sites, transcriptome data from iModulonDB (Fig. 1), RNA-seq analysis for LTF deletion mutants (experimental data), and genome cluster analysis using the bioinformatics tools (Fig. 1). We generated RNA-seq data for seven LTF mutants (*ybdO, ybeF, ycaN, ybhD, ygfI, yiaU,* and *yneJ*), analyzed the conserved genome clustering with LTF genes, and detected conserved genes that were differentially expressed in the LTF knockout. Accordingly, we generated a hypothesis about the possible regulatory targets of three LTFs and their physiological functions in response to the high l-threonine concentration in minimal medium (Fig. 1). The LTF regulation in response to the imbalance of Thr and catabolism for energy has been studied. The LTF deletion effect on the regulation of biochemical pathways of the Thr utilization and metabolism of glycerol, citrate, and formate (Fig. 1) had been investigated in *E. coli* BW25113.

Here, using a transcriptomic analysis systems approach, we identify the LTFs, YbdO, YgfI, YcaN, YbhD, important for Thr utilization pathway in minimal medium and regulating catabolism of citrate, pyruvate, formate or malate, and YiaU, YbeF important for liposaccharide modification and flagella biosynthesis and YneJ (PtrR), that directly controls *sad* gene expression in response to GABA, an intermediate of the Ptr utilization pathway.

For the detailed analysis, we investigated the effect of the YneJ transcriptional response in minimal medium under nitrogen starvation conditions. The *yneJ-sad* cluster is conserved in enterobacterial genomes, and Sad is involved in putrescine utilization as nitrogen source^10^. Many bacterial species, including *E. coli*, can simultaneously utilize l-glutamate (Glu) and the polyamine putrescine (Ptr) under carbon/nitrogen starvation conditions. Glu is also essential for tetrahydrofolate polyglutamylation^11^. Ptr is important for bacterial growth and for efficient DNA replication, transcription, and translation^12,13^ and plays an important role in maintaining compact conformations of negatively charged nucleic acids^14^. Ptr is also involved in multiple antibiotic resistance mechanisms under stress conditions^15^. The *puuA*, *puuD, puuE,* and *puuP* genes in *E. coli* are induced by Ptr and regulated at the transcriptional level by the Ptr-responsive repressor PuuR^16,17^. The expression of *sad* (*yneI*) is induced by the addition of Ptr to the medium^18^; however, it is not regulated by PuuR, and a transcriptional regulator for *sad* had not been described before this work.

The predicted PtrR binding site in the *sad* promoter region was confirmed via an in vitro binding assay with the purified PtrR protein and using the ChIP-exo assay. We further compared the whole genome transcriptional response of the *ptrR* knockout and wild type *E. coli* strains to carbon/nitrogen starvation in the presence of Ptr and l-glutamate using RNA-Seq analyses, and the PtrR DNA-binding site was predicted for *fnrS*, encoding small regulatory RNA. The physiological roles of PtrR regulation and antibiotic resistance are discussed.

## Results

### An integrated systems-approach uncovers LysR-type transcription factors in *E. coli* K-12

Previously, we generated a list of candidate transcriptional factors (TFs) from uncharacterized genes (“y-genes”) using a homology-based algorithm^19^. Among these TFs, it was predicted that YeiE, YfeR, YidZ, YafC, YahB, YbdO, YbeF, YbhD, YcaN, YdcI, YdhB, YeeY, YfiE, YgfI, YhaJ, YhjC, YiaU, YneJ, and YnfL belong to the LTF based on Hidden Markov Model. YdhB (re-named PunR) function had been shown to be an activator for the purine transporter, PunC^1,2^. Recently YdcI (*Salmonella enterica*) function was shown related to biofilm formation^20^. We further chose 7 uncharacterized LysR-type TFs (yLTFs), which have transcriptional responses (increased mRNAs) to the presence of a l-threonine (Thr) in M9 medium (iModulonDB, PRECISE2). l-threonine is an important source for l-serine, l-glycine, branched-chain amino acid biosynthesis, and formate, which is important for anaerobic respiration. 

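RNA was sequenced from the wild type strain BW25113 and from 6 single-gene deletion mutants, with 2 libraries for each strain and growth phase and 16 in all. The *ybdO* (*citR*), *ybeF* and *ygfI* (*dhfA*) mutants were compared with the wild type in the mid-exponential phase, and the *ybhD*, *ycaN* and *yiaU* (*lpsR*) mutants with the wild type in the late-exponential phase. The first group of cultures grew to an OD600 of 0.9 in M9 medium with Thr, whose concentration is 7 mM in the paper and 6 mM in the labels. The titles of the *ygfI* libraries carry the tag of the late libraries, while their source names and the paper place them in the mid-exponential phase. The mid-exponential wild type was therefore their control. That wild type lacks the tag, so in the *ygfI* comparison whatever the tag marks cannot be told apart from the deletion. Neither the labels nor the paper's text says whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these samples. The authors mapped the reads to the MG1655 reference genome, counted them per gene and deposited TPM values, scaled for gene length and to the same total in every library. For genes with a reference length (101 had none), TPM multiplied by length was divided by a smallest unit in each library, and 92.0 to 97.9% of values under 50 reads lay within 0.05 of a whole number, where chance gives 10%. The reads recovered in this way numbered 1648410 and 2354246 in the mid-exponential wild type, 1748831 and 2121805 in the *ybdO* mutant, 1770725 and 1391074 in the *ybeF* mutant and 1815941 and 1653552 in the *ygfI* mutant. Groups were compared with limma on log2(TPM + 1) in a single fit of the 8 group means to all libraries, over the 3936 genes with a TPM of at least 5 in at least 2 libraries. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05 within its comparison, and the error given with a log2 fold change is its standard error from the fit (n = 2 libraries per group). With 2 libraries against 2, the smallest p that an exact permutation test allows is 0.33. In the *ybdO* mutant 57 genes rose and 3 fell, in the *ybeF* mutant 53 rose and 2 fell, and in the *ygfI* mutant 569 rose and 537 fell. Without wild type replicate 1 or wild type replicate 2 the total for *ybdO* was 38, and with libraries weighted by limma's arrayWeights it was 160, and for *ybeF* 88. For *ygfI* the total was 694 without *ygfI* replicate 2 and 677 and 709 without wild type replicates 1 and 2, and it was 1819 with the mid-exponential libraries alone, 1740 with the 4 libraries of the comparison and 1927 with arrayWeights.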

To elucidate roles of each yLTF and genome-wide target genes, we performed gene expression profiling via RNA-Seq and ChIP-exo detection of the LTF DNA-binding and growth phenotyping. The overall workflow is shown in Fig. 1.

### YbdO (CitR) regulatory effects are involved in citrate utilization and YbeF is involved in the flagella biosynthesis

The physiological function for LTFs CitR and YbeF was previously unknown. The YbdO (CitR) ChIP-exo result detected the peak for DNA-binding upstream of *citR-ybdNM* (Fig. 2A,B), that further was confirmed by the transcriptional analysis. The other ChiP-exo detected peaks for possible suggested genes regulation were not found in DEGs for *citR* deletion mutant strain. The *citR* (regulated by HNS) and *ybdNM* operons are conserved adjacent genes in Enterobacteriaceae (Fig. 2D) and the *ybdN* promoter was predicted to be regulated by FNR (EcoCyc). Further, gene expression profiling showed that *citR* deletion leads to strong upregulation of the *ybdNM* operon and the adjacent genes *citCDEF.* Interestingly that genome context analysis evolved that *citR* is conserved with the citrate lyase encoding genes cluster *citCDEF.* (Fig. 2C). Therefore, this result confirmed autoregulation of *citR*-*ybdNM,* and regulation for citrate lyase which is involved in anaerobic metabolism. 

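Genes beside *ybdO* (*citR*) and the citrate lyase genes were higher in the *ybdO* mutant than in the wild type. *citC* encodes the ligase that activates citrate lyase, *citD* its acyl carrier subunit, and *citE* and *citF* its other subunits. *ybdN* rose by a log2 fold change of 5.03 ± 0.63 (SE, n = 2), *citE* by 3.73 ± 0.61, *citC* by 3.67 ± 0.67 and *citF* by 2.90 ± 0.63. *ybdM*, the gene after *ybdN*, was at 57.4 and 68.6 TPM in the mutant and at 13.9 and 10.3 TPM in the wild type. Its log2 fold change of 2.30 ± 1.07 did not pass the test (adjusted p = 0.843). It did pass with the mid-exponential libraries alone, with the 4 libraries of the comparison alone and with arrayWeights. Voom on recovered reads (2.44), chosen after seeing the values, called it as well. *ybdO* itself was listed at 0.57 and 0.52 TPM in the mutant and at 3.46 and 4.95 TPM in the wild type. *ybdN* (b0602) lies at 635349 to 636569 of the MG1655 chromosome, *ybdO* (b0603) at 636716 to 637618 and *citC* (b0618) at 650798 to 651856. *ybdN* was at 125 and 175 TPM in the mutant libraries against 4.61 and 2.66 in the wild type (adjusted p = 4.3e-04). For *citC* (adjusted p = 0.0116) the mutant libraries were at 49.8 and 67.0 TPM and the wild type at 2.36 and 5.38, for *citE* (adjusted p = 0.00451) at 31.8 and 76.0 against 3.44 and 2.24, and for *citF* (adjusted p = 0.0383) at 38.1 and 84.9 against 8.16 and 5.57. *citD* had a log2 fold change of 2.08 ± 0.66 and did not pass the test (adjusted p = 0.313), but did when the variances were moderated without a trend. Of the 7 citrate lyase genes, which also hold *citX*, *citG* and the transporter gene *citT*, 3 rose and none fell (5 rose when adjusted over the list alone), with a median of 2.81 and an adjusted p = 9.7e-04 for the list from camera with an estimated correlation. The study chose these genes on the same samples, so their count is not independent evidence. Around them, a scan for runs of higher genes in the *ybdO* mutant picked the stretch from 587982 to 684412. Its 49 other genes with at least 20 reads in each wild type library had a median log2 fold change of 0.76. The stretch was chosen for its high values in the *ybdO* mutant, so this median is not independent evidence. In the *ybeF* mutant the median of these genes was -0.21. *pagP*, the highest of the 49 in the *ybdO* mutant, had 1.43, and none of the 49 passed the test alone. The call of *citF* ended without any of the 4 libraries of the comparison (adjusted p 0.069 to 0.52), that of *citC* without *ybdO* replicate 1, *ybdO* replicate 2 or wild type replicate 1 (0.069 to 0.156), and that of *citE* without *ybdO* replicate 2 or wild type replicate 2 (0.107 and 0.0708). With a pseudocount of 0.25 or a filter at 20 TPM none of these 3 passed, with the 4 libraries of the comparison alone *citE* and *citF* did not (0.0521 and 0.0806), and *citF* did not after median-of-ratios rescaling (0.0506) or with replicate as a block (0.0522). The paper also draws on ChIP-exo binding upstream of *citR-ybdNM* and on conserved clustering of *citR* with *citCDEF*. From these and the rise of *ybdNM* and *citCDEF* in the mutant, it concludes that CitR regulates its own operon region and citrate lyase.

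**Figure D1:**
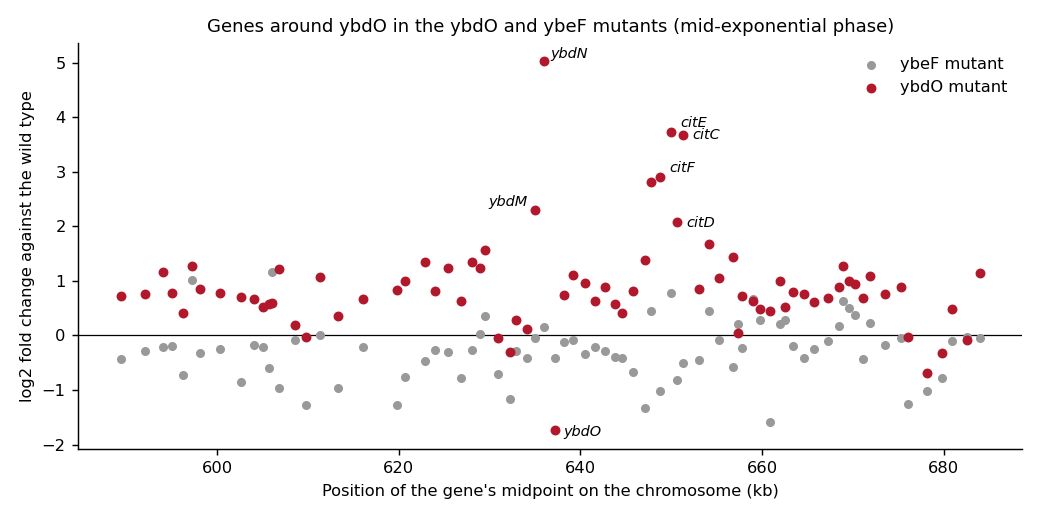
Log2 fold change against the mid-exponential wild type (vertical axis) of each gene by the position of its midpoint on the chromosome in kilobases (horizontal axis), in the *ybdO* mutant (red) and the *ybeF* mutant (grey). *ybdN* at 5.03 stands highest, and the 49 neighbouring genes with enough reads lie around 0.76 in the *ybdO* mutant and around -0.21 in the *ybeF* mutant. The stretch shown was chosen for its high values in the *ybdO* mutant.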

From PRECISE2, upregulation of *citC* was detected when *E. coli* MG1655 strain was grown in M9 medium supplemented with Thr, suggesting that citrate utilization is important for the catabolizm of Thr. The YbdM has been predicted as yTF (Uniprot) and probably related to *cit* operon regulation. The DNA-binding site upstream of the *citR* gene was predicted by the phylogenetic footprinting method (Fig. S2), suggesting CitR is an autoregulator and *ybdMN* regulation.

**Figure 2:**
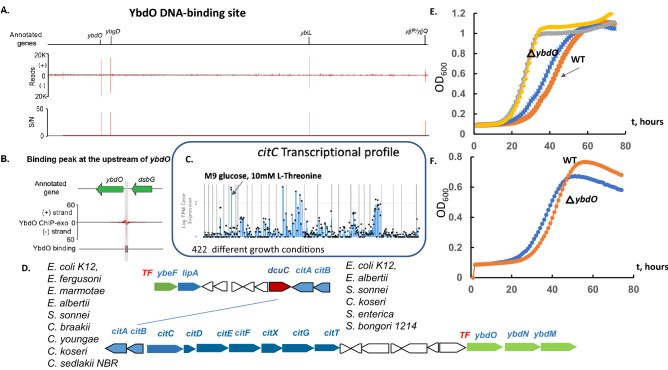
The systems approach for YbdO and YbeF transcriptional factors function prediction. (**A**) The genome-wide binding of YbdO. (**B**) The zoom-in of the binding site at the promoter of the gene *ybdO*. (**C**) Transcriptomic data for *citC* (citrate transporter) (**D**) *citCDEFXGT* (citrate lyase encoding) genes clustering with *ybdO-ybdMN,* and *ybeF,* the analysis across the closely related bacteria. *dcuC*-anaerobic dicarboxylate transporter, *lipA*- lipoyl synthase (**E**) The growth measurement of the *ybdO* mutant compared to the wild type BW25113 strain of *E. coli* in 96-well plates microaerobically in M9 glucose supplemented by 30 mM citrate at pH 7.5 (orange and grey line) or glycerol as carbon source (blue and yellow line). (**F**) Growth was measured in 96-well plates (M9 with glycerol) as the carbon source, supplemented by 30 mM citrate at pH 6.5 (WT-orange and *ybdO* mutant strain-blue line).

To test the regulation of the citrate lyase encoding gene cluster (*citEFG*), the phenotype for growth in the M9 medium supplemented with citrate at low pH (pH 6.5) showed an effect of *citR* deletion on citrate utilization, suggesting artificial de-repression of citrate lyase (Fig. 2E-F), but no difference for the growth in M9 medium supplemented with citrate was found at pH 7.5. Additionally, *citR* mutation decreases the *E. coli* BW25113 fitness phenotype for motility in LB medium and affects growth using glycolate as carbon source (Fitness Browser, fit.genomics.lbl.gov) and microaerobic utilization of formate as carbon source (Fig. 7).

CitR and YbeF are paralogs (identity 30%), presented in conserved gene clusters in Enterobacterial genomes with citrate lyase operon *cit* (*citCDEFXGT*, Figs. 2C, S3). Interestingly the transcriptomic analysis of the *citR* and *ybeF* deletion mutants showed that the expression level of *lrhA* was substantially decreased (− 4.3-fold and − 3.5 -fold, respectively, Table 1, Supplementary data), likely indicating that YbeF and CitR has affected *lrhA* regulation (CitR/YbeF DNA-binding was not detected/predicted). 

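*lrhA*, which encodes a LysR-type repressor of the flagellar master operon *flhDC*, fell in both the *ybdO* (*citR*) and the *ybeF* mutants. It was at 234 and 241 TPM in the mid-exponential wild type, at 13.2 and 8.50 TPM in the *ybdO* mutant and at 16.2 and 21.7 TPM in the *ybeF* mutant. The log2 fold change was -4.36 ± 0.41 (SE, n = 2) in the *ybdO* mutant (adjusted p = 1.1e-04) and -3.59 ± 0.41 in the *ybeF* mutant (adjusted p = 1.2e-04). *lrhA* (b2289) lies at 2405703 to 2406641 of the MG1655 chromosome. It was among 3 genes that fell in the *ybdO* mutant and 2 that fell in the *ybeF* mutant. Both values use the same 2 wild type libraries. *lrhA* also fell in the *ygfI* and *ybhD* mutants, least in *ybhD* (-2.02). It did not pass the test in the *ycaN* mutant (-1.00) or the *yiaU* mutant (0.98).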

The FlhDC iModulon includes FlhDC regulated genes that were upregulated in the *ybeF* and *citR* deletion mutants (Fig. S4B). 

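The genes of flagellar assembly and chemotaxis, which the FlhDC regulator controls, rose in both the *ybdO* (*citR*) and *ybeF* mutants. Among the 57 genes of this list, 46 rose in the *ybdO* mutant and 51 in the *ybeF* mutant, and none fell (53 and 55 when adjusted over the list alone). The median log2 fold change of the list was 3.55 in the *ybdO* mutant and 4.74 in the *ybeF* mutant, with an adjusted p = 9.7e-04 and an adjusted p = 3.2e-04 from camera with an estimated correlation. In the *ybdO* mutant, the chemoreceptor gene *tar* rose by a log2 fold change of 4.65 ± 0.39 (SE, n = 2), the motor gene *motB* by 4.52 ± 0.44 and the chemotaxis kinase gene *cheA* by 4.47 ± 0.45, each with an adjusted p = 1.1e-04. The flagellar regulator gene *fliZ* and the hook gene *flgE* rose by 4.30 ± 0.57 and 4.30 ± 0.51 (adjusted p = 7.0e-04 and 3.1e-04). The study chose these genes on the same libraries in Table 1 and Fig. S4, so the counts are not independent evidence. Both mutants share their wild type libraries: 46 genes rose in both where independent calls would give 0.8, and their log2 fold changes had a correlation of 0.72 across genes, where 100 simulated pairs of unchanged groups with the same wild type gave 0.50 on average (covariance 0.435 against 0.223) and shared 0 called genes. Unchanged groups have few called genes to share, so part of the overlap can come from the shared libraries. Compared directly, without the wild type, the list was lower in the *ybdO* than in the *ybeF* mutant, by a median of -1.10 (adjusted p = 0.0414 with an estimated correlation), with no member past the test alone. Over all genes 3 differed between the 2 mutants by limma, *ybdN* (4.87 ± 0.63, adjusted p = 0.0153), *citC* (4.16 ± 0.67) and *citF* (3.92 ± 0.63), each higher in the *ybdO* mutant, while 72 were higher and 61 lower at an unadjusted p under 0.05 and voom on recovered reads called 18. Without any of the 4 libraries this number was 0, with a replicate block it was 1, and with arrayWeights 31. The medians of the list in the *ygfI*, *ybhD*, *ycaN* and *yiaU* mutants lay from 3.38 to 5.16, with an adjusted p = 0.0604, 0.0484, 0.13 and 0.0405 in turn with an estimated correlation.

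**Figure D2:**
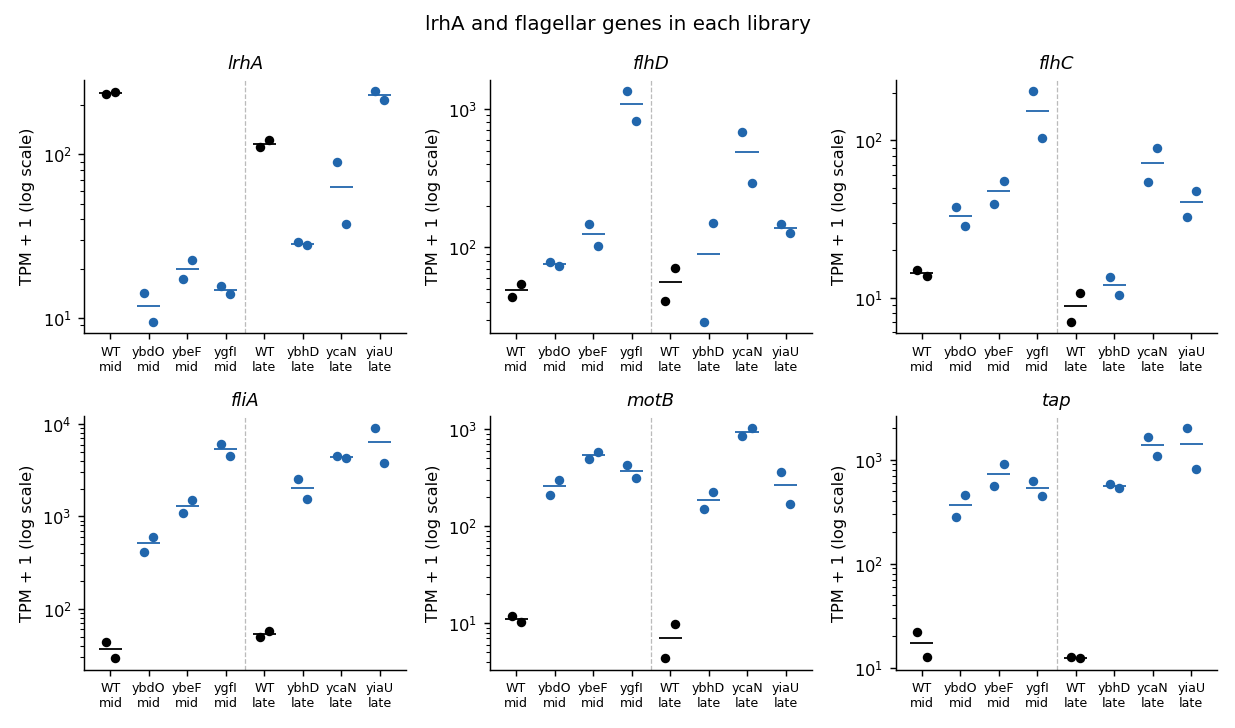
TPM plus 1 on a log scale (vertical axis) of *lrhA*, the master regulator genes *flhD* and *flhC*, and the flagellar genes *fliA*, *motB* and *tap* in the 2 libraries of each strain (points, with their mean as a line), black for the wild type and blue for the mutants, mid-exponential strains left of the dashed line and late ones right. *motB* was at 10.8 and 9.21 TPM in the mid-exponential wild type and at 148 TPM or more in every mutant library.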

LrhA is an LTF repressor for *flhDC*, flagellar biosynthesis genes responsible for motility and chemotaxis^21^. The deletion of *ybeF* showed downregulation of *lrhA* and upregulation of *flhC*. 

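*flhC* and *flhD*, which encode the subunits of the master regulator of flagellar genes, had higher values in both *ybeF* mutant libraries than in both wild type libraries. *flhC* (b1891, 1977266 to 1977844) was at 38.6 and 54.0 TPM in the *ybeF* mutant and at 14.0 and 12.6 TPM in the wild type. Its log2 fold change of 1.70 ± 0.46 (SE, n = 2) did not pass the test (adjusted p = 0.171), although it did after quantile normalization (2.07) and with arrayWeights. *flhD* (b1892) was at 146 and 101 TPM in the mutant against 42.7 and 53.2 TPM, a log2 fold change of 1.33 ± 0.63 that did not pass the test (adjusted p = 1). In the *ybdO* mutant *flhC* had a log2 fold change of 1.19 ± 0.46 and *flhD* of 0.64 ± 0.63, neither past the test (adjusted p = 0.613 and 1). *ybeF* itself (b0629) was listed at 0.53 and 0.71 TPM in its deletion mutant and at 3.93 and 3.84 TPM in the wild type, a level at which the deletion alone did not pass the test (-1.59 ± 0.69, adjusted p = 1).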

The iModulon FlhDC (Fig. S4) was substantially upregulated in *ybeF* mutant strain, suggesting connection for YbeF transcriptional regulation and flagella biosynthesis.

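Genes of the flagellar rod, hook and motor and of chemotaxis were among those that rose most in the *ybeF* mutant, after *fliS* and *fliT*, which encode chaperones of flagellar export, at 6.15 ± 0.86 and 6.01 ± 0.76 (adjusted p = 7.7e-04 and 3.6e-04). *motB* was at 490 and 579 TPM in the *ybeF* mutant, a log2 fold change of 5.60 ± 0.44 (SE, n = 2, adjusted p = 7.8e-06), and *tar* at 426 and 648 TPM (5.58 ± 0.39, adjusted p = 6.2e-06). *cheA* rose by 5.50 ± 0.45 (adjusted p = 8.7e-06), the hook cap gene *flgD* by 5.47 ± 0.48 (adjusted p = 1.5e-05) and the rod gene *flgB* by 5.38 ± 0.43. The number of genes past the test in the *ybeF* mutant stayed between 46 and 50 when each library of the comparison was left out in turn. From this upregulation the paper proposes a connection between YbeF and flagella biosynthesis.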

**Table 1:** Differentially expressed genes revealed by RNA-Seq *ybdO* deletion mutant strain and wild type *E. coli* strains during growth in M9 medium with glucose as the primary carbon source and 7 mM l-threonine as supplement.

	Gene name	Gene function	*p* value	Base Mean	log^2^ Fold Change
b2289	*lrhA*	DNA-binding transcriptional dual regulator LrhA	3.89E−26	145	−4.3
b1496	*yddA*	ABC transporter family protein YddA	0.000511	13	−3.2
b4462	*ygaQ*	Putative uncharacterized protein YgaQ	4.66E−05	15	−3.0
b2368	*emrK*	Tripartite efflux pump membrane fusion protein EmrK	0.000211	16	−2.8
b2273	*yfbN*	Uncharacterized protein YfbN	0.000348	16	−2.5
b2845	*yqeG*	Putative transporter YqeG	2.13E−05	24	−2.5
b2373	*oxc*	Oxalyl-CoA decarboxylase	0.00095	11	−2.1
b4660_1	*yhiL*	Uncharacterized protein	0.000401	28	−2.0
b2310	*argT*	Lysine/arginine/ornithine ABC transporter periplasmic binding protein	0.000795	761	−1.8
b2349	*intS*	CPS-53 (KpLE1) prophage prophage CPS-53 integrase	0.000511	101	−1.6
b3043	*ygiL*	Putative fimbrial protein YgiL	0.00100	10	−1.6
b2309	*hisJ*	Histidine ABC transporter periplasmic binding protein	0.000348	216	−1.4
b1025	*dgcT*	Putative diguanylate cyclase DgcT	0.001038	122	−1.4
b0854	*potF*	Putrescine ABC transporter periplasmic binding protein	0.000346	400	−1.4
b2306	*hisP*	Lysine/arginine/ornithine ABC transporter/histidine ABC transporter, ATP binding subunit	4.90E−05	264	−1.4
b0287	*yagU*	Inner membrane protein that contributes to acid resistance	0.000166	870	−1.2
b0641	*lptE*	Lipopolysaccharide assembly protein LptE	0.000226	146	1.2
b4316	*fimC*	Type 1 fimbriae periplasmic chaperone	2.37E−05	168	1.2
b0605	*ahpC*	Alkyl hydroperoxide reductase AhpC component	5.59E−07	585	1.2
b4315	*fimI*	Putative fimbrial protein FimI	0.000279	291	1.3
b0622	*pagP*	Lipid IVA palmitoyltransferase	7.10E−05	45	1.6
b2013	*yeeE*	Inner membrane protein YeeE	0.000163	315	1.7
b1729	*tcyP*	Cystine/sulfocysteine:cation symporter	0.000397	655	1.8
b2423	*cysW*	Sulfate/thiosulfate ABC transporter inner membrane subunit CysW	5.00E−05	110	2.0
b2424	*cysU*	Sulfate/thiosulfate ABC transporter inner membrane subunit CysU	1.29E−05	245	2.0
b1950	*fliR*	Flagellar biosynthesis protein FliR	0.000674	20	2.3
b2751	*cysN*	Sulfate adenylyltransferase subunit 1	2.77E−08	297	2.4
b1879	*flhA*	Flagellar biosynthesis protein FlhA	1.37E−09	190	2.5
b2752	*cysD*	Sulfate adenylyltransferase subunit 2	2.03E−08	249	2.5
b0601	*ybdM*	ParB-like nuclease domain-containing protein YbdM	0.000248	20	2.5
b2764	*cysJ*	Sulfite reductase flavoprotein subunit	1.62E−08	381	2.6
b2750	*cysC*	Adenylyl-sulfate kinase	1.34E−08	162.1	2.6
b4110	*yjcZ*	Uncharacterized protein YjcZ	2.81E−08	351.3	2.7
b2422	*cysA*	Sulfate/thiosulfate ABC transporter ATP binding subunit	4.46E−08	296	2.7
b2763	*cysI*	Sulfite reductase hemoprotein subunit	3.02E−09	567	2.8
b1070	*flgN*	Flagellar biosynthesis protein FlgN	2.32E−06	338	2.9
b1880	*flhB*	Flagellar biosynthesis protein FlhB	4.53E−10	118	3.0
b1071	*flgM*	Anti-sigma factor for FliA (sigma(28))	7.52E−05	86	3.0
b1946	*fliN*	Flagellar motor switch protein FliN	1.42E−05	30	3.1
b1566	*flxA*	Qin prophage protein FlxA	8.91E−06	402	3.1
b2762	*cysH*	Phosphoadenosine phosphosulfate reductase	3.14E−09	145	3.2
b3525	*pdeH*	c-di-GMP phosphodiesterase PdeH	6.75E−11	176	3.3
b1072	*flgA*	Flagellar basal body P-ring formation protein FlgA	4.65E−13	225	3.3
b0615	*citF*	Citrate lyase alpha subunit	3.40E−08	20	3.3
b1941	*fliI*	Flagellum-specific ATP synthase FliI	1.66E−11	165	3.4
b1948	*fliP*	Flagellar biosynthesis protein FliP	2.90E−10	40	3.5
b1081	*flgJ*	Putative peptidoglycan hydrolase FlgJ	8.01E−15	126	3.5
b1943	*fliK*	Flagellar hook-length control protein	7.25E−10	87.3	3.7
b1083	*flgL*	Flagellar hook-filament junction protein 2	5.67E−16	3080	3.7
b1080	*flgI*	Flagellar P-ring protein	3.67E−17	263	3.7
b1942	*fliJ*	Flagellar biosynthesis protein FliJ	1.46E−05	27	3.7
b1939	*fliG*	Flagellar motor switch protein FliG	3.18E−13	213	3.8
b1940	*fliH*	Flagellar biosynthesis protein FliH	1.09E−12	73	3.8
b1938	*fliF*	Flagellar basal-body MS-ring and collar protein	1.44E−24	645	3.8
b1945	*fliM*	Flagellar motor switch protein FliM	3.39E−18	174	3.9
b1078	*flgG*	Flagellar basal-body rod protein FlgG	2.24E−17	209	3.9
b1882	*cheY*	Chemotaxis protein CheY	2.68E−11	232	4.0
b0618	*citC*	Citrate lyase synthetase	3.64E−07	12	4.0
b1922	*fliA*	RNA polymerase sigma 28 (sigma F) factor	8.52E−18	3038	4.0
b1074	*flgC*	Flagellar basal-body rod protein FlgC	1.73E−19	130	4.1
b1887	*cheW*	Chemotaxis protein CheW	1.74E−16	345	4.1
b1944	*fliL*	Flagellar protein FliL	2.57E−11	46	4.1
b1079	*flgH*	Flagellar L-ring protein	1.32E−16	115	4.2
b1925	*fliS*	Flagellar biosynthesis protein FliS	4.36E−07	134	4.2
b4355	*tsr*	Methyl-accepting chemotaxis protein Tsr	2.59E−21	2250	4.2
b1923	*fliC*	Flagellar filament structural protein	3.74E−19	18,478	4.2
b1073	*flgB*	Flagellar basal-body rod protein FlgB	2.75E−20	268	4.3
b1077	*flgF*	Flagellar basal-body rod protein FlgF	2.31E−23	532	4.3
b1881	*cheZ*	Chemotaxis protein CheZ	1.19E−26	381	4.3
b1082	*flgK*	Flagellar hook-filament junction protein 1	1.75E−21	1771	4.3
b1924	*fliD*	flagellar filament capping protein	1.63E−16	623	4.3
b1947	*fliO*	Flagellar biosynthesis protein FliO	7.05E−16	68	4.4
b0616	*citE*	Citrate lyase beta subunit	7.69E−07	9	4.4
b1884	*cheR*	Chemotaxis protein methyltransferase	1.17E−11	158	4.4
b1075	*flgD*	Flagellar biosynthesis initiation of hook assembly	1.13E−21	400	4.5
b1883	*cheB*	Protein-glutamate methylesterase/protein glutamine deamidase	1.04E−20	415	4.5
b1921	*fliZ*	DNA-binding transcriptional regulator FliZ	7.56E−15	155	4.6
b1076	*flgE*	Flagellar hook protein FlgE	1.14E−22	677	4.6
b1890	*motA*	Motility protein A	4.60E−21	267	4.6
b1885	*tap*	Methyl-accepting chemotaxis protein Tap	9.03E−23	1642	4.6
b1888	*cheA*	chemotaxis protein CheA	1.33E−27	679	4.8
b1889	*motB*	Motility protein B	5.67E−26	410	4.8
b1886	*tar*	Methyl-accepting chemotaxis protein Tar	7.76E−31	1507	4.9
b1926	*fliT*	Flagellar biosynthesis protein FliT	0.000596	21	5.3
b0602	*ybdN*	Putative PAPS reductase/DUF3440 domain-containing protein YbdN	1.86E−22	36	5.5

### YcaN and YbhD regulators mutant characterization

The *ybhD* and *ycaN* mutant strains and WT were collected at the late-exponential phase after growth in the M9 medium supplemented with Thr. 

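The late-exponential cultures were collected at an OD600 of 2.0 in the paper and 2.2 in the sample labels. The reads recovered from the deposited values numbered 1670781 and 1659513 for the wild type, 1007735 and 1197114 for the *ybhD* mutant, 1079141 and 1059682 for the *yiaU* mutant, and 1353756 and 44425 for the 2 libraries of the *ycaN* mutant. In *ycaN* replicate 2, 1325 genes are listed at 0, against 107 to 487 in the other 15 libraries, so a low value in that library shows little about a gene. The log2 values of the 2 *ycaN* libraries had a Pearson correlation of 0.847 across genes, where the other pairs of replicates lay between 0.912 and 0.969. In the *ybhD* mutant 50 genes rose and 41 fell, in the *ycaN* mutant 736 rose and 365 fell, and in the *yiaU* mutant 147 rose and 329 fell. The split between rise and fall depends on the scaling: after median-of-ratios rescaling it was 203 up and 584 down for *ycaN* and 270 up and 208 down for *yiaU*, and after quantile normalization 367 up and 435 down and 161 up and 203 down. The median log2 fold change over all genes was 0.35 for *ycaN* and -0.36 for *yiaU* as deposited, and -0.29 and -0.01 after median-of-ratios rescaling. The numbers also depend on single libraries: for *ycaN* 310 genes passed without wild type replicate 1 and 1865 without *ycaN* replicate 1. For *ybhD* the number was 54 without *ybhD* replicate 1, 185 without *ybhD* replicate 2 and 33 without wild type replicate 2, and for *yiaU* it was 200, 220, 317 and 100 without *yiaU* replicate 1, *yiaU* replicate 2, wild type replicate 1 and wild type replicate 2. With the late-exponential libraries alone 20, 264 and 80 genes passed for *ybhD*, *ycaN* and *yiaU*, and with *ycaN* replicate 2 left out of every fit, a choice made after seeing its depth, 180, 1014 and 829.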

The conserved gene cluster *ycaN*-*ycaK*-*ycaM* with adjacent *ycaC* and *ycaD* genes was detected in the *Escherichia coli* K12 and *Shigella boydii* genomes. 

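*ycaD* and *ycaK*, which lie near *ycaN*, rose when *ycaN* was deleted, as did *focA*, which encodes the formate channel. *ycaD*, a predicted transporter gene, rose from 17.6 and 31.7 TPM in the wild type to 253 and 192 TPM in the mutant, a log2 fold change of 3.17 ± 0.35 (SE, n = 2, adjusted p = 4.6e-05). *focA* rose from 247 and 371 TPM to 1338 and 1308 TPM, a log2 fold change of 2.12 ± 0.38 (adjusted p = 0.00212). In the mid-exponential wild type *focA* was at 1542 and 1980 TPM, so an earlier growth stage cannot be told apart from the deletion for this gene. *ycaD* (34.9 and 39.3 TPM) and *ycaK* (24.3 and 26.8 TPM) were lower in that wild type than in both *ycaN* libraries. *ycaC*, a predicted hydrolase gene, was at 582 and 893 TPM in the wild type and at 472 and 244 TPM in the mutant. Its log2 fold change of -1.08 ± 0.38 did not pass the test (adjusted p = 0.0507) but did after median-of-ratios rescaling (-1.79), after quantile normalization (-1.44), with a pseudocount of 5, with a replicate block and without *ycaN* replicate 1 (-1.56). *ycaK*, a predicted oxidoreductase gene, rose by 1.95 ± 0.57 (adjusted p = 0.025), and *ycaM* had -1.59 ± 0.80 (adjusted p = 0.148). *ycaN* itself (b0900, 948660 to 949568) was listed at 0 in both mutant libraries and at 18.8 and 15.7 TPM in the wild type. Some of these neighbours also moved in mutants that keep *ycaN*. In the *ygfI* mutant, against the mid-exponential wild type, *ycaD* rose by 3.28 ± 0.35, *ycaK* by 4.01 ± 0.57 and *ycaC* by 4.57 ± 0.38. There *focA* had -3.44 ± 0.38. In the *yiaU* mutant *ycaK* had -2.18 ± 0.57 and *focA* -2.15 ± 0.38. Each of these passed the test. *ycaC* (b0897) starts at 944931 and *focA* (b0904) ends at 954466, so all of these genes lie close together. The call of *ycaK* ended after median-of-ratios rescaling (1.25, adjusted p = 0.0998), without *ycaN* replicate 2 (1.86, adjusted p = 0.0597) and without wild type replicate 1 (1.44, adjusted p = 0.214), and also after quantile normalization, with the late-exponential libraries alone and with arrayWeights, which ended that of *focA* too; with the 4 libraries of the comparison alone the calls of *ycaD*, *focA* and *ycaK* ended.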

We noticed that in the *ycaN* deletion mutant strain differentially expressed genes *ycaC* (downregulated) and *ycaD, focA* (encoding formate channel) (upregulated) are genes adjacent to *ycaN.* It is interesting that *ycaK, ycaC,* and *ycaD* are predicted to be regulated by Nac (belonging to LTF), as Nac function is nitrogen assimilation, and *ycaC* and *ycaD* are probably nitrogen assimilation function related (EcoCyc). In *ycaN* deletion mutant highly DEGs are the *tnaAB* genes, encoding l-tryptophanase and a tryptophan transporter, l-arginine degradation, *astCADBE*, an autoinducer-2 transport system (*lsrABCD, lsrR*), and the HTH-type transcriptional regulator, *galS,* the genes were strongly downregulated (Supplementary Data 1). 

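Genes for tryptophan uptake and breakdown, for arginine breakdown and for uptake and processing of the signal molecule autoinducer-2 fell together in the *ycaN* mutant. *tnaA*, the gene of tryptophanase, fell from 653 and 423 TPM in the wild type to 12.1 and 12.0 TPM, a log2 fold change of -5.33 ± 0.63 (SE, n = 2, adjusted p = 7.1e-05), and the tryptophan transporter gene *tnaB* was listed at 0 in both mutant libraries against 75.5 and 49.4 TPM. All 5 genes of arginine degradation fell (5 when adjusted over the list alone), with a median of -4.35 and an adjusted p = 0.13 with an estimated correlation; *astB* had -5.15 ± 0.66 (adjusted p = 1.5e-04) and *astD*, the smallest fall, -2.73 ± 0.79 (adjusted p = 0.0235). All 8 genes of autoinducer-2 uptake and processing fell (8 when adjusted over the list alone), with a median of -4.65 (adjusted p = 0.13 with an estimated correlation). Among them the repressor gene *lsrR* had -4.69 ± 0.42 (adjusted p = 7.9e-06), and the transporter genes *lsrC* and *lsrA* had -6.23 ± 0.58 (adjusted p = 1.1e-05) and -5.60 ± 0.59 (adjusted p = 2.7e-05). *galS*, a repressor of galactose genes, was at 277 and 363 TPM in the wild type, at 1.90 TPM in *ycaN* replicate 1 and listed at 0 in replicate 2, with a log2 fold change of -7.54 ± 0.61 (adjusted p = 4.2e-06). The study chose these genes on the same samples, so the counts are not independent evidence. Genes of stationary phase also fell, with 7 of 13 genes of the general stress response lower (10 when adjusted over the list alone, median -2.02) and 8 of 10 acid resistance genes (10 when adjusted over the list alone, median -1.76), each with an adjusted p = 0.276 with an estimated correlation. Across genes the *ycaN* log2 fold changes had a Pearson correlation of -0.50 with the late minus mid difference taken from 4 other mutants. Genes are not independent replicates. In that difference only the late libraries carry the title tag, so growth phase cannot be told apart from what the tag marks. With the 4 libraries of the comparison alone *tnaA* and *lsrR* still passed the test and *galS*, *lsrA*, *lsrC*, *astB* and *astD* did not, and without *ycaN* replicate 1, wild type replicate 1 or wild type replicate 2 the call of *astD* ended (adjusted p 0.0542 to 0.156), as it did with the late-exponential libraries alone (0.131) and with arrayWeights (0.127).

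**Figure D3:**
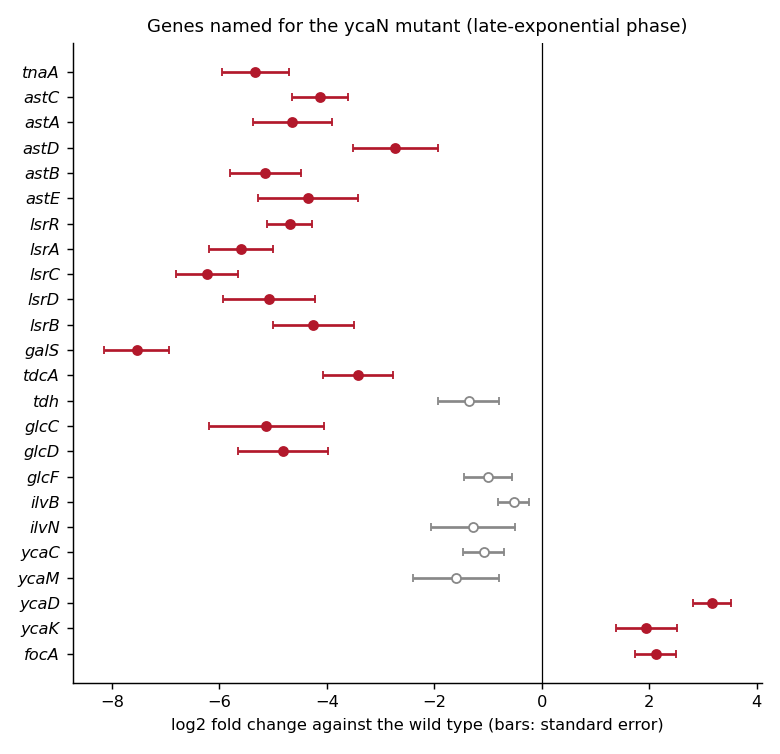
Log2 fold change against the late-exponential wild type (horizontal axis, bars are standard errors) of genes named for the *ycaN* mutant; filled points passed the test and open points did not. *galS* at -7.54 lies lowest and *ycaD* at 3.17 highest; *tnaB*, listed at 0 in the mutant, is left out.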

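*tdcA*, *glcC* and *glcD* fell in the *ycaN* mutant. *tdcA*, the activator gene of anaerobic threonine breakdown, fell from 104 and 92.4 TPM to 3.51 and 18.1 TPM, a log2 fold change of -3.42 ± 0.65 (SE, n = 2, adjusted p = 0.00292). *glcC*, the regulator gene of glycolate use, fell from 173 and 213 TPM to 29.3 TPM in replicate 1 and to a listed 0 in replicate 2, a library of few reads, a log2 fold change of -5.13 ± 1.07 (adjusted p = 0.00487) and of -2.67 without replicate 2 of the mutant. *glcD*, a glycolate oxidase gene, fell from 67.0 and 52.3 TPM to 3.52 TPM and a listed 0, by -4.82 ± 0.84 (adjusted p = 0.00156), and by -3.73 without that replicate. *glcF*, another subunit gene of the same enzyme, was at 27.5 and 27.8 TPM in the mutant and 63.9 and 49.3 TPM in the wild type, a log2 fold change of -1.00 ± 0.44 that did not pass the test (adjusted p = 0.108). The threonine dehydrogenase gene *tdh* had -1.36 ± 0.57 (adjusted p = 0.088), at 90.1 and 16.6 TPM in the mutant against 93.7 and 111 TPM. The acetolactate synthase genes *ilvB* and *ilvN* had -0.52 ± 0.29 (adjusted p = 0.187) and -1.28 ± 0.78 (adjusted p = 0.229) and did not pass the test. Of the 7 genes of glycolate use 2 fell and none rose (2 when adjusted over the list alone), with a median of -1.97 (adjusted p = 0.621 with an estimated correlation). Of 12 genes of branched-chain amino acid synthesis 5 rose and none fell (5 when adjusted over the list alone). For that list the adjusted p was 0.674 from camera with an estimated correlation. As deposited 736 of all 3936 genes tested rose in this mutant, a share that depends on the scaling. Of 12 genes of threonine degradation 2 rose and 1 fell (2 and 2 when adjusted over the list alone). After median-of-ratios rescaling *ilvB* (-1.23), *tdh* (-2.06) and *glcF* (-1.69) passed the test, as they did after quantile normalization, and without *ycaN* replicate 1 *tdh* did (-2.55); the calls of *tdcA*, *glcC* and *glcD* ended with the 4 libraries of the comparison alone, that of *glcC* with the late-exponential libraries alone (0.0738) and that of *tdcA* with arrayWeights (0.0684).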

The genes encoding amino acid metabolism (l-valine biosynthesis (IlvB, IlvN), threonine dehydrogenase (Tdh), transcriptional activator (TdcA), and glycolate utilization pathway (GlcC, GlcD, GlcF)) were additionally downregulated in the *ycaN* mutant. The *ycaN* deletion mutant phenotype microarray applied for 95 carbon sources had evolved the negative phenotype for formate utilization specifically suggesting YcaN dependent *focA* regulation involved formate utilization (Fig. 7).

The *ybhD* gene is divergently oriented with respect to the conserved Enterobacterial gene cluster *ybhHI* and the putative hydrolase gene, *ybhJ* (Fig. S5A). YbhH is a 4-oxalomesaconate tautomerase homologous protein, and YbhI is a putative tricarboxylate transporter, homologous to 2-oxoglutarate/malate translocator, (id. 35%) (iModulonDB) (Fig. S5B). 

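*ybhH*, which lies next to *ybhD* and is transcribed away from it, rose in the *ybhD* mutant from a level near the limit of detection. It was listed at 0 and 1.65 TPM in the late-exponential wild type and at 9.38 and 16.2 TPM in the mutant, a log2 fold change of 3.04 ± 0.71 (SE, n = 2, adjusted p = 0.0446). *ybhI*, the predicted transporter gene beside it, had a log2 fold change of 1.38 ± 0.57 and did not pass the test (adjusted p = 0.307), at 5.97 and 5.24 TPM in the mutant against 1.90 and 1.21 TPM. *ybhJ*, the predicted hydrolase gene, had 0.75 ± 0.95 (adjusted p = 0.816). Of these 3 neighbours 1 rose and none fell (2 rose when adjusted over the list alone), with an adjusted p = 0.21 for the list from camera with an estimated correlation. *ybhD* itself (b0768, 799622 to 800575) was listed at 0 in both mutant libraries and at 1.63 and 4.09 TPM in the wild type, and *ybhH* (b0769) lies at 800759 to 801811. The call of *ybhH* ended without any of the 4 libraries of the comparison (adjusted p 0.082 to 0.238), with a replicate block (adjusted p = 0.0559), with a pseudocount of 0.25 (0.143), with arrayWeights and with the late-exponential libraries or the 4 libraries of the comparison alone (0.234 and 0.277).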

The YbhH encoding gene was strongly upregulated in a *ybhD* deletion mutant, as shown by transcriptomic analysis. *ybhH* and *ybhI* transcription is regulated by Nac (EcoCyc, iModulonDB) and the functional relation to nitrogen assimilation is suggested. The *ybhD* deletion strain growth phenotype in the M9 minimal medium with glycerol (carbon source), supplemented by l-malate was detected (Fig. S6).

### YgfI (DhfA) regulation and glycerol and formate utilization

ChIP-exo assays previously detected DhfA binding upstream of the *dhaKLM* operon encoding the dihydroxyacetone phosphotransferase (DHAK) (Fig. 3A-B). The transcriptional activation of DhaKLM is important for glycerol utilization and M9 supplemented by Thr or l-tryptophan (Fig. 3B) (iModulonDB). DHAK in the *E. coli* MG1655 strain is involved in glycerol utilization (Uniprot). Accordingly, we decided to test the effect of the *dhfA* deletion on the growth on glucose (Fig. 3C-D) and glycerol (Fig. 3E). The resulting deficiency in growth on glycerol is potentially explained by *dhaKLM* as well as *pflB, hycBCD, hycEFG,* and *adhB* transcriptional DhfA activation, as shown by RNA-seq (Table 2), and the DhfA binding site was predicted upstream of those genes (Table S1). 

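Genes of dihydroxyacetone use, formate production and formate hydrogenlyase fell in the *ygfI* (*dhfA*) mutant. *dhaM*, *dhaL* and *dhaK* encode the subunits of the kinase that phosphorylates dihydroxyacetone, *pflB* encodes pyruvate formate-lyase, and the *hyc* genes encode formate hydrogenlyase. *pflB* fell from 21033 and 19418 TPM in the wild type to 629 and 347 TPM, a log2 fold change of -5.43 ± 0.45 (SE, n = 2, adjusted p = 4.9e-06). The alcohol dehydrogenase gene *adhE* (b1241), which Table S1 lists as *adhB*, fell from 7482 and 5608 TPM to 134 and 130 TPM, a log2 fold change of -5.61 ± 0.51 (adjusted p = 7.7e-06). All 3 *dha* genes fell (3 when adjusted over the list alone): *dhaM* by a log2 fold change of -2.70 ± 0.40 (adjusted p = 3.3e-04), *dhaL* by -1.53 ± 0.37 (adjusted p = 0.00754) and *dhaK* by -1.35 ± 0.35 (adjusted p = 0.0107), with an adjusted p = 0.352 for the list with an estimated correlation. *dhaK* (b1200) lies at 1249768 to 1250838 of the MG1655 chromosome and was at 50.2 and 60.8 TPM in the mutant against 145 and 140 TPM. Of the *hyc* genes named with it, *hycB* was listed at 0 in both mutant libraries against 78.7 and 69.7 TPM, and *hycC*, *hycD*, *hycE*, *hycF* and *hycG* had log2 fold changes from -5.94 (*hycF*) to -3.53 (*hycG*), with adjusted p from 0.0016 (*hycE*) to 0.0383 (*hycD*). *ygfI* itself (b2921) was listed at 0 in both mutant libraries and at 13.3 and 17.2 TPM in the wild type. The study chose these genes on the same samples, so their counts are not independent evidence. Against the late-exponential wild type, the control that the library titles would give, the *dha* genes were not lower (*dhaK* 1.11, adjusted p = 0.0247, *dhaL* 0.77, *dhaM* 0.43), and the calls of *hycD*, *hycF* and *hycG* ended, while *pflB* and *adhE* still fell. The call of *dhaK* also ended without *ygfI* replicate 1 or either wild type replicate (adjusted p 0.057 to 0.0822), that of *dhaL* without wild type replicate 2 (0.0572), that of *hycF* without wild type replicate 1 (0.0669), that of *hycG* without either *ygfI* replicate or wild type replicate 1 (0.0548 to 0.179), and that of *hycD* without any of the 4 libraries (0.0915 to 0.185) and with a replicate block (0.0506), a pseudocount of 0.25 (0.0725) or no trend (0.0535). The paper also draws on ChIP-exo binding upstream of *dhaKLM* and on predicted binding sites. From these and the lower expression, it proposes that loss of activation by DhfA may account for the deficient growth on glycerol.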

The DEGs detected by RNA-seq showed substantial downregulation of formate fermentation related genes (Fig. 3F) encoding pyruvate-formate lyase (*pflB*)*,* fumarate reductase (*frdABCD)*, formate hydrogenlyase (*hycBCD, hycEFG),* and the regulator (*hycA*)*,* as well as hydrogenase encoding genes (*hybABC, hybEF,* and *hybO*) and the gene encoding protein involved in maturation of all hydrogenases isozymes (*hypB*) (Fig. 3F) and the *dhaKLM* operon (Table 2, Supplementary Data). *dhfA* deletion had little effect on growth using glucose as the carbon source (Fig. 3C) and with Thr supplement (Fig. 3D) aerobically, but the *dhfA* strain had a low growth rate microaerobically without Thr supplement in minimal medium (Fig. S7).

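All 4 genes of fumarate reductase and part of the hydrogenase and formate hydrogenlyase genes fell with *pflB* in the *ygfI* (*dhfA*) mutant. Of 13 genes of mixed acid fermentation 11 fell and none rose (12 when adjusted over the list alone), with a median of -4.36 (adjusted p = 0.0604 with an estimated correlation). *frdA* (b4154, 4380510 to 4382318), the gene of the catalytic subunit of fumarate reductase, fell from 1421 and 1040 TPM to 36.8 and 31.7 TPM, a log2 fold change of -5.11 ± 0.39 (SE, n = 2, adjusted p = 3.7e-06). Its operon partners *frdB*, *frdC* and *frdD* fell by -4.44 ± 0.29, -4.36 ± 0.42 and -3.32 ± 0.49. Of 18 genes of formate hydrogenlyase and hydrogenase maturation 15 fell and none rose (16 when adjusted over the list alone), with a median of -3.81 (adjusted p = 0.352 with an estimated correlation). Among them were *hycA*, the regulator gene, at -4.19 ± 0.90 (adjusted p = 0.00382) and *hypB*, a nickel-binding maturation gene, at -6.02 ± 1.00 (adjusted p = 6.9e-04), which was listed at 0 and 1.12 TPM in the mutant against 131 and 67.1 TPM. Of 14 genes of hydrogenases 1 and 2 a total of 6 fell and none rose (8 when adjusted over the list alone), with a median of -1.97 (adjusted p = 0.239 with an estimated correlation). *hybO*, the small subunit gene of hydrogenase 2, fell by -5.44 ± 0.48 (adjusted p = 6.4e-06), *hybB* by -5.28 ± 0.57, *hybA* by -4.45 ± 0.66 and *hybC* by -2.57 ± 0.37, while *hybE* had -1.87 ± 0.81 (adjusted p = 0.107) and *hybF* had -1.07 ± 0.40 (adjusted p = 0.0651) and did not pass the test. The paper names many of these genes from the same samples, so the counts are not independent evidence. *hybF* passed without wild type replicate 1 (-1.64, adjusted p = 0.0221) and with the mid-exponential libraries alone, as did *hybE* with the latter, and the call of *hybC* ended against the late-exponential wild type.

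**Figure D4:**
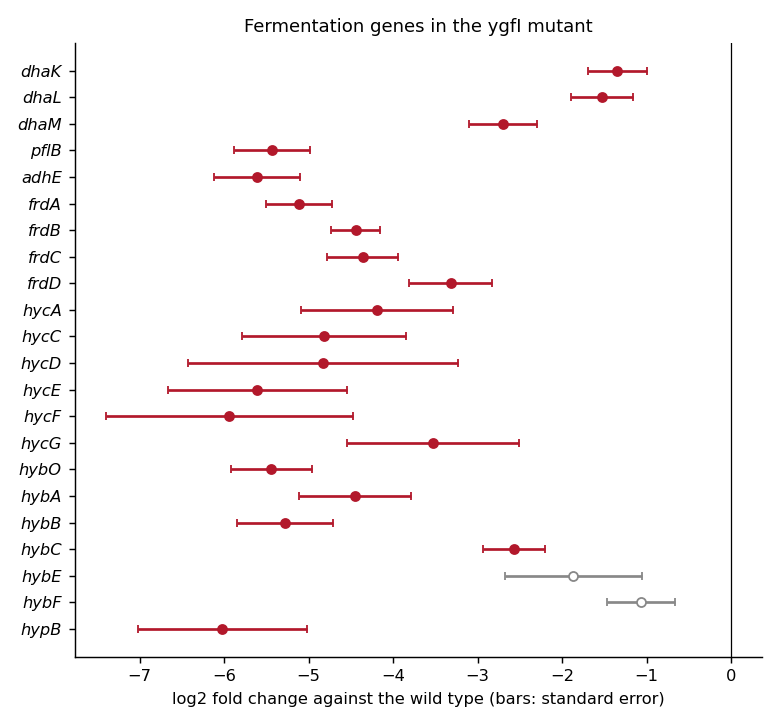
Log2 fold change against the mid-exponential wild type (horizontal axis, bars are standard errors) of fermentation, hydrogenase and *dha* genes in the *ygfI* mutant; filled points passed the test and open points did not. All of the plotted genes lie below 0, from *dhaK* and *hybF* at -1.35 and -1.07 to *hypB* at -6.02; *hycB*, listed at 0 in the mutant, is left out.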

**Figure 3:**
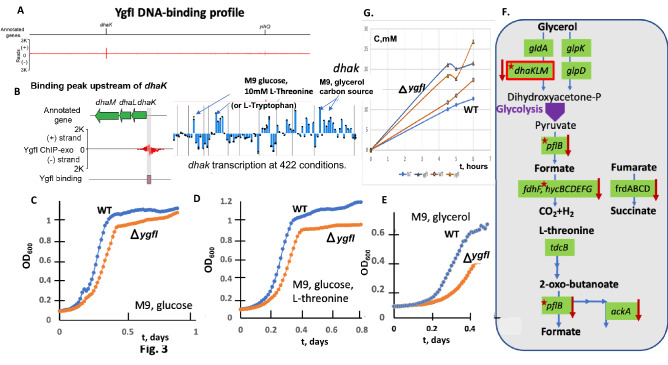
The systems approach for YgfI transcriptional factor function prediction. (**A**-**B**) The genome-wide binding of YgfI and the zoom-in for the *dhaK* binding site. Transcriptomic profile for the YgfI regulated *dhaK* gene. (**D**-**E**) The YgfI function was assessed based on the growth phenotype under different conditions. The growth measurement of the *ygfI* mutant (orange line) compared to the wild type BW25113 strain of *E. coli* was measured in 96-well plates in M9 medium or the same medium supplemented with 7 mM l-threonine (**C**) or M9 medium with glycerol as the carbon source (**F**) The glycerol utilization pathway – glycerol kinase (GK, *glpK*), glycerol-3phosphate dehydrogenase (G3PDH, *glpD*), glycerol dehydrogenase (GlyDH, *gldA*), dihydroacetone kinase (DHAK, *dhaKLM*). RNA-seq differentially expressed genes are marked by a red arrow. Transcriptomic data analysis for the *ygfI* mutant compared to the wild type BW25113 strain of *E. coli* shows the glycerol and l-threonine utilization pathway genes (the DEGs are marked by arrows, predicted YgfI binding site marked by red stars) regulation. (**G**) The concentration (mM) for the formate (orange line) and acetate (blue line) produced by *E. coli* BW25113 WT (circles) and *ygfI* deletion mutant (triangles) strains in M9 glucose medium supplemented by 7 mM Thr (microaerobic conditions).

**Table 2:** Differentially expressed genes revealed by RNA-Seq *ygfI* deletion mutant strain and wild type *E. coli* strains during growth in M9 medium with glucose as the primary carbon source and 7 mM l-threonine as supplement.

	Gene name	Gene function	Base mean	log^2^ fold change
b2724	*hycB*	Formate hydrogenlyase subunit HycB	29.3	− 9.0
b1557	*cspB*	Qin prophage cold shock-like protein CspB	48.8	− 8.3
b1937	*fliE*	Flagellar basal-body protein FliE	66.8	7.7
b0990	*cspG*	cold shock protein CspG	10.2	− 7.6
b2727	*hypB*	Hydrogenase isoenzymes nickel incorporation protein HypB	53.6	− 7.5
b2921	*ygfI*	Putative LysR-type transcriptional regulator	21.6	− 7.3
b1922	*fliA*	RNA polymerase sigma 28 (sigma F) factor	3038.3	7.2
b3556	*cspA*	cold shock protein CspA	247.8	− 7.2
b0572	*cusC*	Copper/silver export system outer membrane channel	1017.0	7.1
b2720	*hycF*	Formate hydrogenlyase subunit HycF	37.7	− 7.1
b4335	*yjiM*	Putative dehydratase subunit	228.8	− 6.9
b1904	*yecR*	Lipoprotein YecR	6.0	6.6
b1938	*fliF*	flagellar basal-body MS-ring and collar protein	645.3	6.5
b1939	*fliG*	flagellar motor switch protein FliG	213.0	6.5
b2721	*hycE*	Formate hydrogenlyase subunit HycE	154.6	− 6.4
b1729	*tcyP*	Cystine/sulfocysteine:cation symporter	654.8	6.3
b4037	*malM*	Maltose regulon periplasmic protein	110.6	− 6.2
b1409	*ynbB*	Putative CDP-diglyceride synthase	2.4	− 6.1
b1674	*ydhY*	Putative 4Fe-4S ferredoxin-type protein	80.9	− 6.1
b2728	*hypC*	Hydrogenase 3 maturation protein HypC	5.7	− 6.1
b1072	*flgA*	Flagellar basal body P-ring formation protein FlgA	225.3	6.0
b1886	*tar*	Methyl-accepting chemotaxis protein Tar	1507.2	6.0
b1258	*yciF*	DUF892 domain-containing protein YciF	27.2	6.0
b1566	*flxA*	Qin prophage protein FlxA	402.2	6.0
b1887	*cheW*	Chemotaxis protein CheW	345.4	6.0
b2378	*lpxP*	Palmitoleoyl acyltransferase	422.4	− 5.9
b1073	*flgB*	Flagellar basal-body rod protein FlgB	267.6	5.9
b1375	*ynaE*	Rac prophage uncharacterized protein YnaE	4.5	− 5.9
b1923	*fliC*	Flagellar filament structural protein	18,478.4	5.8
b1880	*flhB*	Flagellar biosynthesis protein FlhB	118.3	5.8
b1942	*fliJ*	Flagellar biosynthesis protein FliJ	27.2	5.8
b2971	*yghG*	Lipoprotein YghG	3.4	5.8
b4380	*yjjI*	DUF3029 domain-containing protein YjjI	128.5	− 5.7
b4034	*malE*	Maltose ABC transporter periplasmic binding protein	402.0	− 5.7
b2997	*hybO*	Hydrogenase 2 small subunit	245.6	− 5.7
b1241	*adhE*	aldehyde-alcohol dehydrogenase	8441.5	− 5.7
b1925	*fliS*	Flagellar biosynthesis protein FliS	134.0	5.6
b1587	*ynfE*	Putative selenate reductase YnfE	250.8	− 5.6
b1083	*flgL*	Flagellar hook-filament junction protein 2	3080.4	5.6
b1552	*cspI*	Qin prophage cold shock protein CspI	6.3	− 5.6
b3370	*frlA*	Fructoselysine/psicoselysine transporter	2.1	− 5.5
b1589	*ynfG*	Putative oxidoreductase YnfG	87.0	− 5.5
b1890	*motA*	Motility protein A	267.0	5.4
b1940	*fliH*	Flagellar biosynthesis protein FliH	73.1	5.4
b0903	*pflB*	Pyruvate formate-lyase	23,055.8	− 5.4
b4355	*tsr*	Methyl-accepting chemotaxis protein Tsr	2250.0	5.4
b0849	*grxA*	Reduced glutaredoxin 1	8.0	5.4
b2995	*hybB*	Hydrogenase 2 membrane subunit	157.1	− 5.4
b2723	*hycC*	Formate hydrogenlyase subunit HycC	118.9	− 5.4
b0894	*dmsA*	Dimethyl sulfoxide reductase subunit A	454.5	− 5.4
b2722	*hycD*	Formate hydrogenlyase subunit HycD	50.9	− 5.4
b1944	*fliL*	Flagellar protein FliL	46.2	5.4
b4334	*yjiL*	Putative ATPase activator of (R)-hydroxyglutaryl-CoA dehdratase	50.6	− 5.3
b1946	*fliN*	Flagellar motor switch protein FliN	30.4	5.3
b4036	*lamB*	Maltose outer membrane channel/phage lambda receptor protein	191.8	− 5.3
b1757	*ynjE*	Molybdopterin synthase sulfurtransferase	335.9	− 5.3
b1531	*marA*	DNA-binding transcriptional dual regulator MarA	33.0	5.3
b2021	*hisC*	Histidinol-phosphate aminotransferase	960.3	− 5.3
b1751	*ydjY*	4Fe-4S ferredoxin-type domain-containing protein YdjY	133.1	− 5.2
b1926	*fliT*	Flagellar biosynthesis protein FliT	21.2	5.2
b4307	*yjhQ*	KpLE2 phage-like element putative acetyltransferase TopAI antitoxin YjhQ	2.1	− 5.2
b2024	*hisA*	1-(5-phosphoribosyl)-5-[(5-phosphoribosylamino)methylideneamino]imidazole-4-carboxamide isomerase	608.7	− 5.2
b1889	*motB*	Motility protein B	409.8	5.2
b4154	*frdA*	Fumarate reductase flavoprotein subunit	2376.0	− 5.2
b1112	*bhsA*	DUF1471 domain-containing multiple stress resistance outer membrane protein BhsA	3.5	5.2
b0621	*dcuC*	Anaerobic C4-dicarboxylate transporter DcuC	120.9	− 5.1
b1878	*flhE*	Flagellar protein	27.4	5.1
b2020	*hisD*	Histidinal/histidinol dehydrogenase	1390.9	− 5.1
b1945	*fliM*	Flagellar motor switch protein FliM	174.1	5.1
b1885	*tap*	Methyl-accepting chemotaxis protein Tap	1641.7	5.0
b2022	*hisB*	Imidazoleglycerol-phosphate dehydratase/histidinol-phosphatase	950.7	− 5.0
b0297	*eaeH*	Putative porin domain-containing protein EaeH	1.9	− 5.0
b3476	*nikA*	Ni^2^^(+)^ ABC transporter periplasmic binding protein	126.7	− 5.0
b1080	*flgI*	Flagellar P-ring protein	263.1	5.0
b1742	*ves*	HutD family protein Ves	111.3	4.9
b1200	*dhaK*	Dihydroxyacetone kinase subunit K	127.4	− 1.4
b3634	*coaD*	Pantetheine-phosphate adenylyltransferase	40.9	2.6
b2025	*hisF*	Imidazole glycerol phosphate synthase subunit HisF	1087.6	− 4.9

The detected DhfA binding upstream of *dhaKLM* and the defect for the growth on glycerol (Fig. 3E) for the *dhfA* mutant confirm the DhfA-dependent transcriptional activation of DHAK, as DHAK is involved in glycerol utilization^22^. We suggest re-naming YgfI to DhfA—dihydroxyacteone/formate utilization activator. The fermentation products during microaerobic growth on M9 glucose were detected in the Thr supplemented M9 medium. The analysis evolved the higher efflux of formate and acetate for the *dhfA*mutant strain (Fig. 3G), suggesting that DhfA is important for formate utilization. The DhfA dependent activation of *hyc* and *hyb* operons was important the formate utilization microaerobically as was shown by the phenotype microarray analysis (Fig. 7).

### YiaU (LpsR) regulatory network and yiaU mutant growth phenotype

ChIP-exo results show the LpsR binding for the regulation of *waaP* (encoding lipopolysaccharide (LPS) biosynthesis glycero-d-manno-heptose kinase) (Fig. 4A). The results suggest that LpsR is important for LPS biosynthesis at specific conditions and the majority of DEGs encode the proteins involved in cell wall/membrane/envelope biogenesis, carbohydrate transport, energy production, and amino acid metabolism (Fig. 4B). Accordingly, gene expression for the *lpsR* mutant was lower for the genes from the operon *waaPSBOJYZU,* suggesting that LpsR is the LPS biosynthesis operon activator (Table 3); previously the regulator for *waa* operon was not known (ecocyc.org). Additionally, ChIP-exo detected binding for the genes encoding adenine transporter, *adeP*, suggests transcriptional regulation, and they were detected as DEGs for the *yiaU* mutant (Fig. 4D). 

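Surface polysaccharide genes fell and genes of the TCA cycle, glycerol use and flagella rose in the *yiaU* (*lpsR*) mutant. Of 11 genes of the O antigen cluster 10 fell and none rose (11 when adjusted over the list alone), with a median log2 fold change of -2.12 (adjusted p = 0.315 with an estimated correlation). *glf*, the gene of the mutase that makes galactofuranose, had -3.03 ± 0.48 (SE, n = 2, adjusted p = 0.00152) and *rfbC*, a gene of dTDP-rhamnose synthesis, -2.58 ± 0.33 (adjusted p = 3.3e-04). Of 7 genes of type 1 fimbriae 2 fell and none rose (4 when adjusted over the list alone), the usher gene *fimD* by -2.74 ± 0.32 (adjusted p = 1.6e-04) and the chaperone gene *fimC* by -2.55 ± 0.31 (adjusted p = 0.42 for the list with an estimated correlation). In energy and carbohydrate metabolism, 9 of 15 genes of the TCA cycle and glyoxylate shunt rose and none fell (9 when adjusted over the list alone, adjusted p = 0.315 with an estimated correlation), among them the fumarase gene *fumA* (1.80 ± 0.24, adjusted p = 4.8e-04) and the succinyl-CoA synthetase gene *sucC* (1.79 ± 0.31, adjusted p = 0.00318). Of 9 genes of glycerol use 5 rose and none fell (6 when adjusted over the list alone, adjusted p = 0.0774 with an estimated correlation), with the glycerol-phosphate dehydrogenase genes *glpD* and *glpB* at 2.29 ± 0.38 and 5.35 ± 0.79. In amino acid metabolism, 6 of 12 genes of methionine synthesis and uptake fell and none rose (11 when adjusted over the list alone, adjusted p = 0.596 with an estimated correlation), such as *metB* at -3.08 ± 0.78 and *metI* at -2.69 ± 0.54. The flagellar list rose with 47 of 57 genes and no fall (52 when adjusted over the list alone, adjusted p = 0.0405 with an estimated correlation), and the flagellin gene *fliC* went from 125 and 138 TPM in the wild type to 32644 and 16772 TPM (adjusted p = 1.2e-06). Without wild type replicate 2 the calls of *sucC*, *metB* and *metI* ended (adjusted p 0.0571 to 0.218), and that of *metB* ended without each of the other 3 libraries as well (0.0591 to 0.134) and that of *metI* without *yiaU* replicate 2 (0.0616). With the late-exponential libraries alone, the calls of *glf*, *glpB*, *metB* and *metI* ended, and with the 4 libraries of the comparison alone those of *glpB*, *metI* and *sucC*.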

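All 8 genes of *waaPSBOJYZU*, which complete and decorate the core of lipopolysaccharide, fell in the *yiaU* (*lpsR*) mutant. *waaS*, a gene of core rhamnose addition, fell most, from 143 and 199 TPM in the late-exponential wild type to 21.1 and 22.2 TPM, a log2 fold change of -2.90 ± 0.45 (SE, n = 2, adjusted p = 0.00136). The core kinase gene *waaP* (b3630, 3805153 to 3805950) fell from 47.3 and 58.7 TPM to 18.6 and 10.8 TPM (-1.82 ± 0.39, adjusted p = 0.00991). *waaY*, another core kinase gene, and the glycosyltransferase gene *waaB* both had -2.21 (standard errors 0.40 and 0.44, adjusted p = 0.00367 and 0.00716). *waaZ* and *waaU* had -2.16 ± 0.39 and -2.10 ± 0.40, and *waaJ* and *waaO* had -1.73 ± 0.34 and -1.69 ± 0.43 (adjusted p = 0.0263 for *waaO*, the least certain). Of the 15 genes of core synthesis listed, 10 fell and none rose (11 when adjusted over the list alone), with a median of -1.82 (adjusted p = 0.315 with an estimated correlation), and *waaL*, the O antigen ligase gene, had -3.10 ± 0.53 (adjusted p = 0.00263). The study chose these genes on the same samples in Table 3, so the count is not independent evidence. The fall was not particular to this mutant. In the *ybhD* mutant, against the same wild type libraries, *waaP* had -1.71 ± 0.39 and *waaJ* -1.65 ± 0.34 (adjusted p = 0.0365 and 0.0244). There 2 of the 15 core genes fell and none rose (10 when adjusted over the list alone), with a median of -1.28. In the *ycaN* mutant 6 of the 15 rose and none fell. *yiaU* itself (b3585) was listed at 0 in both mutant libraries and at 24.7 and 34.2 TPM in the wild type. Without wild type replicate 2 only *waaS* of the 8 still passed (adjusted p 0.0571 to 0.227 for the others, and 0.0513 for *waaL*), without *yiaU* replicate 2 the calls of *waaP*, *waaB*, *waaO*, *waaJ* and *waaU* ended (0.0519 to 0.179), and without wild type replicate 1 that of *waaO* did (0.0528). The call of *waaO* also ended after median-of-ratios rescaling (-1.30, adjusted p = 0.052) and after quantile normalization (-1.41, adjusted p = 0.0521), and with the late-exponential libraries alone only *waaS* of the 8 passed, and with the 4 libraries of the comparison only *waaS* and *waaZ*. From the lower expression of the operon and ChIP-exo binding of LpsR at *waaP*, the paper proposes that LpsR activates it.

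**Figure D5:**
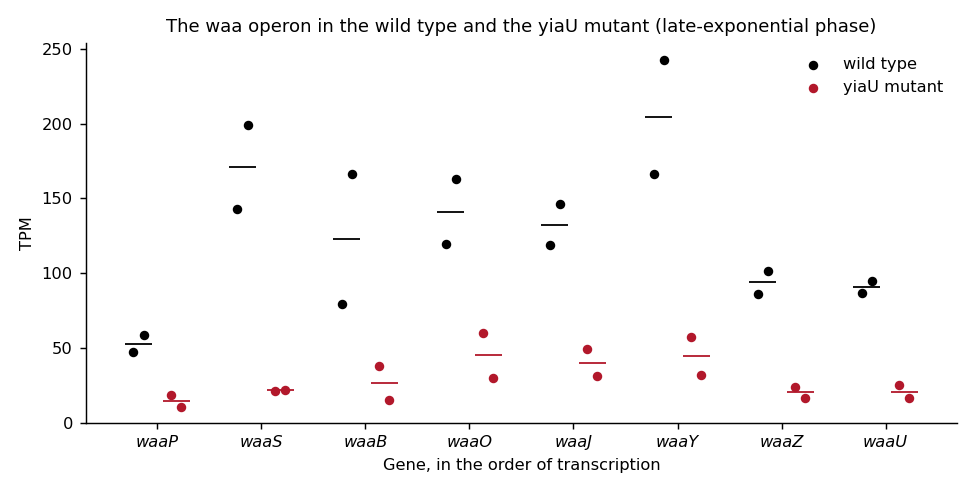
TPM (vertical axis, from 0) of the 8 genes *waaPSBOJYZU* in the order of transcription, in the 2 libraries of the late-exponential wild type (black) and of the *yiaU* mutant (red), with the mean as a line. In every gene both mutant libraries lie below both wild type libraries, for *waaS* at 21.1 and 22.2 TPM against 143 and 199.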

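*adeP*, the gene of a high-affinity adenine transporter, fell in the *yiaU* mutant. It was at 54.7 and 109 TPM in the late-exponential wild type and at 22.1 and 26.2 TPM in the mutant, a log2 fold change of -1.64 ± 0.33 (SE, n = 2, adjusted p = 0.00678). *adeP* (b3714) lies at 3895272 to 3896609 of the MG1655 chromosome. Of 16 genes of purine synthesis and uptake, *adeP* among them, 5 fell and none rose (12 when adjusted over the list alone), with a median of -1.14 (adjusted p = 0.578 with an estimated correlation). The call of *adeP* ended without *yiaU* replicate 1 (-1.52, adjusted p = 0.0578), without wild type replicate 2 (-1.15, adjusted p = 0.11), and with the late-exponential libraries or the 4 libraries of the comparison alone (0.141 and 0.086).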

We suggest re-name YiaU to LpsR—LPS biosynthesis regulator. The Biolog plates with the antibiotics were tested microaerobically in RPMI10LB medium for the possible LTF *waa* operon activation in response to the stress. LpsR was found essential for survival at high concentration of oxacillin microaerobically (Fig. 4C) in RPMI_10LB medium. WaaZ and WaaY were shown to be essential for survival with nafcillin in *E. coli*^23^. The difference for the growth in exponential/log phase for the *lpsR* mutant strain had not been detected (Fig. 4D), although LpsR regulation had affected final OD_600_ (stationary phase) in the M9 glucose medium. The phenotype (log phase) for the mutant in M9 with 0.3 M NaCl added was additionally detected (Fig. 4D).

**Figure 4:**
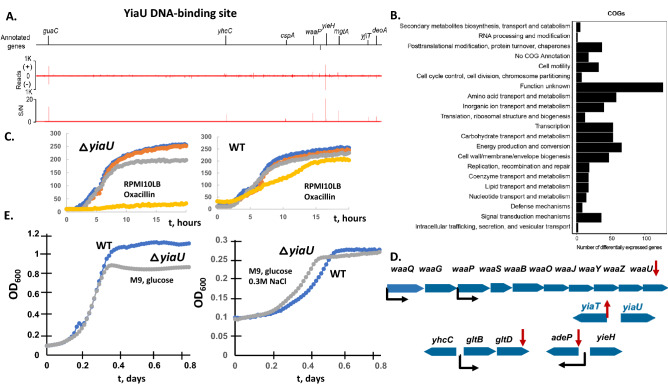
The systems approach for the function of the transcription factor YiaU. (**A**). The genome-wide binding of YiaU across the genome. (**B**). Clusters of Orthologous Groups (COGs) were enriched among the differentially expressed genes between the wild type BW25113 and *yiaU* mutant strains. (**C**). The phenotypes of the *E. coli* BW25113 and *yiaU* knockout strains in the Biolog plate PM12B, measured in RPMI_10LB medium for oxacillin at 4 different doubling concentrations. *yiaU* mutant strain (left panel) had a negative phenotype at the highest oxacillin concentration (8X) PM12B microarray (yellow line). The other antibiotics tested at 4 different concentrations are penicillin G, tetracycline, carbenicillin, penimepicycline, polymyxin B, paromomycin, vancomycin, d,l-serine hydroxamate, sisomycin, sulfamethazine, novobiocin, 2,4-diamino-6,7-dilsopropyl-pteridine, sulfadiazine, benzethonium chloride, tobramycin, 5-fluoroorotate, spectinomycin, l-aspartic-b-hydroxamate, spiramycin, rifampicin, dodecyl trimethyl ammonium bromide. (**D**). The growth measurement of the wild type and *yiaU* mutant strains under different conditions. Left panel: M9 glucose with l-threonine. Right panel: M9 glucose with l-threonine and 0.3 M NaCl. (**E**) Predicted structure and YiaU regulation of *waa* operon, *yiaT* and *adeP* in *E.coli* BW25113. The differentially expressed genes are shown by a red arrow. The *waa* and *gltBD* operon promoters are shown by a black arrow.

**Table 3:** Differentially expressed genes revealed by RNA-Seq of a *yiaU* knockout and wild type *E. coli* strains during growth in M9 medium supplemented with 7 mM l-threonine.

Locus tag	Gene name	*P* value	Base mean	log^2^ fold change
b3584	*yiaT*	9.32E−07	26	2.8
b1787	*yeaK*	6.57E−10	57	− 4.4
b2036	*glf*	1.01E−09	2378	− 2.6
b2035	*wbbH*	1.63E−07	694	− 1.9
b3714	*adeP*	7.68E−05	357	− 1.32
b3213	*gltD*	0.000187	3158	− 1.27
b2028	*ugd*	0.005533	74	− 1.27
b3624	*waaZ*	5.06E−05	121	− 1.79
b3625	*waaY*	2.08E−05	178	− 1.77
b3622	*waaL*	3.53E−08	352	− 2.81
b3623	*waaU*	3.98E−05	129	− 1.72
b3629	*waaS*	1.84E−08	263	− 2.57
b3631	*waaG*	8.90E−05	140	− 1.61
b3630	*waaP*	0.001681	99	− 1.44
b3627	*waaO*	0.003191	199	− 1.22
b3628	*waaB*	3.78E−05	168	− 1.76

The LysR family representatives are known to regulate adjacent genes, and *lpsR-yiaT* are conserved in the bacterial genomes (Fig. 4E). 

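*yiaT*, which lies beside *yiaU* (*lpsR*) and is transcribed in the other direction, rose in the *yiaU* mutant. It was at 13.1 and 12.9 TPM in the late-exponential wild type and at 58.0 and 81.2 TPM in the mutant, a log2 fold change of 2.31 ± 0.56 (SE, n = 2, adjusted p = 0.0194). *yiaT* (b3584) lies at 3751128 to 3751868 of the MG1655 chromosome, and *yiaU* at 3751992 to 3752966. Its call ended when any of the 4 libraries of the comparison was left out (adjusted p 0.0686 to 0.145) and with the late-exponential libraries alone, while its fold stayed between 2.08 and 2.55.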

The RNA-seq results for the *lpsR* deletion mutant strain showed upregulation of the *yiaT* gene, encoding a predicted outer membrane protein membrane anchor for the surface display for the proteins, homologue of MipA. MipA is an MltA (murein-degrading enzyme) interacting protein.

### YneJ (PtrR) regulatory effects for sad and fnrS transcription and putrescine utilization

Two distinct Ptr utilization pathways are known for *E. coli* (Fig. 5A). The first is catalyzed by the PuuA, PuuB, PuuC, and PuuD enzymes encoded by the *puuP, puuA, puuDR, puuCB, puuE* gene cluster and involves degradation of Ptr to γ-aminobutyric acid (GABA) via γ-glutamylated intermediates. The alternative pathway of Ptr degradation to GABA consists of PatA (Ptr aminotransferase) and PatD (γ-aminobutyraldehyde dehydrogenase)^24^. The PuuABCDE pathway is essential for Ptr utilization in *E. coli* using PuuP as the major Ptr transporter^25^. GABA is further utilized by two alternative 4-aminobutyrate aminotransferases (GABA-AT) encoded by *gabT* and *puuE*, and also two succinate semialdehyde dehydrogenases (SSADH) encoded by *gabD* and *sad*^26,27^.

**Figure 5:**
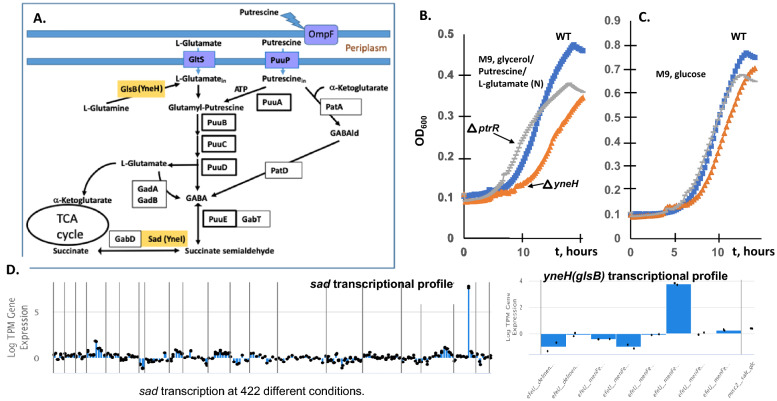
The experimental validation of the transcription factor YneJ (PtrR). (**A**) Overview of two alternative pathways of putrescine utilization in *E. coli*. PtrR-regulated genes are shown in yellow boxes. Transporters are shown in blue. Abbreviations: GABAld – gamma-aminobutyraldehyde, PatA—putrescine aminotransferase, PatD—gamma-aminobutyraldehyde dehydrogenase, YneI (Sad)—succinate-semialdehyde dehydrogenase, YneH (GlsB)—glutaminase. GadAB- two glutamate decarboxylase isoforms, GabD, Sad (YneI)-succinate-semialdehyde dehydrogenase, GlsB (YneH), glutaminase. (**B**) The growth measurement of the *ptrR*, *yneH* mutants compared to the wild type BW25113 strain of *E. coli*. The cell cultures were grown in M9 medium with 10 mM Glu/10 mM Ptr, as nitrogen sources and 0.4% glycerol (v/v) as the primary carbon source or (**C**) M9 glucose medium. (**D**) Transcriptomic data for sad (yneJ) and glsB (yneH) at different growth conditions for *E. coli* MG1655 strain and adapted MG1655 derivatives (iModulonDB, PRECISE2). The activation of the sad and glsB promoter at the ptrR mutant strain was detected.

We decided to characterize in detail the YneJ (re-named PtrR) by analyzing the PtrR ChIP-exo detected binding sites^1^. The *ptrR* gene is located in a conserved gene cluster with the divergently transcribed *sad* (*yneI)* gene, which encodes succinate semialdehyde dehydrogenase and *yneH* (glsB) glutaminase (Fig. 6A and 6C), upregulated in the evolved *yneJ* mutant strain (iModulonDB)^28^. To identify and characterize DNA binding sites of PtrR in the *E. coli* genome we utilized a combined bioinformatics and experimental approach. First, we applied a comparative genomic approach of phylogenetic footprinting^27^ to predict putative PtrR-binding sites in the common intergenic region of the *ptrR* and *sad* genes (Fig. 6C, Fig. S8). The *ptrR*/*sad* genes are conserved in several taxonomic groups including *Escherichia/Salmonella/Shigella*, *Citrobacter*, *Enterobacter*, and *Klebsiella*, as well as in *Pseudomonas* spp. In *E. coli* and closely related enterobacteria the *sad* gene belongs to the putative *sad-yneH* gene cluster, while in *Enterobacter* and *Citrobacter* the orthologous genes include an additional gene encoding the methyl-accepting chemotaxis protein I (serine chemoreceptor protein, Mcp) (Fig. 6C). The multiple sequence alignment of *ptrR*/*sad* upstream regions from *E. coli* and closely related enterobacteria (termed Group 1 species) contains a conserved 15-bp palindromic sequence with consensus TTCACnAATnGAGAA downstream predicted sigma-E dependent promoter (Fig. 6A). We also analyzed upstream regions of *ptrR* orthologs in other enterobacterial genomes (Group 2 species), where the *sad* gene ortholog is absent and *ptrR* is co-localized with an uncharacterized MFS-family transporter gene. Further, we predicted two conserved DNA sites with similar consensus sequences located in their common intergenic region (Fig. 6C).

**Figure 6:**
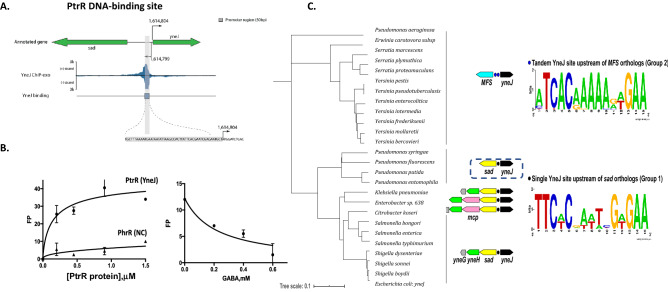
The systems approach for the function of the transcription factor PtrR. (**A**) The zoom-in of the PtrR-binding site at the promoter region of the *ptrR* (*yneJ*) and *sad* genes. Location of sigma-H and sigma-E promoters is from the EcoCyc database. (**B**) Fluorescent polarization assay of PtrR binding to the predicted operator site at *sad* gene. PhrR protein from *Halomonas* was used as a negative control. (**C**) The phylogenetic tree of PtrR orthologous proteins and predicted PtrR-binding motifs in *E. coli* and related genomes of Enterobacteria and *Pseudomonas* spp. The maximum likelihood phylogenetic tree was constructed using RAxML. The distinct genomic context of *ptrR* genes from two major tree branches (groups of PtrR orthologs) is shown by arrows with the following colors: black (*ptrR* regulator), yellow (*sad* for succinate semialdehyde dehydrogenase), green (*yneH* for glutaminase), pink (*mcp* for methyl-accepting chemotaxis protein), and blue (mfs for putative MFS-family transporter), while the predicted PtrR-binding sites are shown by black dots. Sequence logos of predicted DNA binding sites of PtrR from each of the two groups of analyzed species were constructed using WebLogo 2.0.

We further confirmed the identified putative PtrR-binding site upstream of the *sad* genes in *E. coli* and conducted genome-wide mapping of other PtrR-binding sites using the ChIP-exo method. To identify in vivo PtrR binding sites, *E. coli* was grown under glucose as the carbon source in the M9 minimal media. A total of nine PtrR-binding sites were detected in these experiments. PtrR binds in the promoter regions of the *fhuC, moeB, dhaK, fnrS*, * gltS*/*xanP,* and *ptrR/sad* genes. The experimentally identified 50-bp PtrR-binding region at *sad/ptrR* genes contains the conserved palindromic DNA motif identified via phylogenetic footprinting (Fig. S8). Comparison of this DNA motif with eight other regions containing experimentally mapped PtrR-binding regions did not reveal significant sequence similarity except for the PtrR-binding area at *fnrS*, which shares a common consensus with the identified DNA motif at *sad/ptrR*. We created multiple alignments of the upstream DNA sequences of closely related species with the beginning of the *E. coli* gene for *fnrS* and these binding sites corresponded to the ChIP-exo protected areas. The binding sites TTCACGAATCGaGAA, TTCtCGATTCGTGAA, and TgaAtGcAaCGTcAA were predicted for *ptrR*, *sad(yneI)*, and *fnrS*, respectively.

Experimental assessment of the computationally predicted PtrR DNA-binding site TTCtCGATTCGTGAA in the *sad* promoter region has been facilitated using a PtrR-binding fluorescent polarization (FP) assay (Fig. 6B). The recombinant overproduced PtrR was obtained using a strain from the ASKA collection. The PtrR purification procedure is described in Supplemental materials. The binding of the purified refolded PtrR protein to synthetic DNA fragments containing the predicted PtrR-binding site was assessed using FP in the assay mixture containing 10 mM urea (Fig. 6B). Specific binding of PtrR to the DNA (5′-GGGTTCTCGATTCGTGAAGGG-3′) was detected at 0.6 uM of PtrR in contrast to the negative control (PhrR)^29^. The fluorescent polarization assay showed binding for the PtrR to the predicted *sad* binding site and the addition of GABA leads to dissociation of PtrR from the fluorescently labeled DNA (Fig. 6B), suggesting a regulatory function for Ptr/GABA catabolism for energy. If the Ptr utilization pathway intermediate, GABA, accumulates, PtrR de-repress *sad* and *fnrS*. The upregulation for *sad* and *glsB* had been detected for the *yneJ* mutant strain for adapted *E. coli* MG1655 mutant (deletion *menF-entC-ubiC*) (Fig. 5D)^28^.

An *E. coli* BW25113 (WT) and *ptrR* mutant strain growth phenotype on glutamate as the nitrogen source in minimal medium (glycerol as the carbon source) has been detected for the growth. Cells showed a growth phenotype when the *ptrR* gene was deleted under the starvation conditions (Fig. S9); a decrease in the growth rate was observed for the *ptrR* mutant. The mRNA level for *sad* was higher in the *ptrR* mutant at these conditions (Table S2, Table 4). The *ptrR* mutation led to the upregulation of 121 genes.

**Table 4:** Differentially expressed genes revealed by RNA-Seq of a *ptrR* knockout and wild type *E. coli* strains during growth in M9 medium with l-glutamate and putrescine as nitrogen sources and glycerol as the primary carbon source.

Locus tag	Gene name	Gene function	*P *value	Base mean	log^2^ fold change
b0123	***cueO***	Blue copper oxidase CueO	1.53E−04	178	1.8
b0484	***copA***	Copper-exporting P-type ATPase	3.00E−05	521	1.8
b0570	***cusS***	Sensor histidine kinase CusS	4.39E−04	112	2.2
b0571	***cusR***	Transcriptional regulatory protein	2.97E−05	181	2.5
b0572	***cusC***	Cation efflux system protein CusC	1.42E−05	949	7.8
b0574	***cusB***	Cation efflux system protein CusB	3.81E−05	208	6.0
b0575	***cusA***	Cation efflux system protein CusA	6.52E−05	281	4.8
b0778	***bioD1***	ATP-dependent dethiobiotin synthetase BioD 1	1.11E−04	126	− 1.4
b1297	***puuA***	Gamma-glutamylputrescine synthetase	4.64E−07	706	1.9
b1298	***puuD***	Gamma-glutamyl-gamma-aminobutyrate hydrolase PuuD	6.21E−05	337	1.9
b1299	***puuR***	HTH-type transcriptional regulator PuuR	9.24E−05	113	1.3
b1302	***puuE***	4-aminobutyrate aminotransferase PuuE	3.16E−04	161	1.6
b1495	***nuoK***	NADH-quinone oxidoreductase subunit K	4.59E−07	73	− 1.9
b1496	***yddA***	Inner membrane ABC transporter ATP-binding protein YddA	1.25E−06	63	− 2.3
b1526	***yneJ***	Transcriptional regulator YneJ	9.41E−06	26	− 6.2
b1596	***ynfM***	Inner membrane transport protein YnfM	3.06E−04	221	− 1.5
b1656	***sodB***	Superoxide dismutase [Fe]	5.46E−05	323	4.8
b1717	***rpmI***	50S ribosomal protein L35	3.57E−05	55	2.4
b1886	***tar***	Methyl-accepting chemotaxis protein II	4.20E−05	298	1.4
b1889	***motB***	Motility protein B	3.08E−04	61	1.6
b2094	***gatA***	PTS system galactitol-specific EIIA component	6.09E−05	1719	− 1.4
b2106	***rsnA***	Nickel/cobalt efflux system RcnA	5.47E−07	323	− 1.5
b3858	***yihD***	Protein YihD	1.29E−06	42	2.6
b3938	***metJ***	Met repressor	3.84E−04	191	1.4
b4142	***groS***	10 kDa chaperonin	1.40E−04	197	1.9
b4207	***fklB***	FKBP-type peptidyl-prolyl cis–trans isomerase	2.03E−05	539	1.5
b4314	***fimA***	Type-1 fimbrial protein, A chain	3.46E−04	1118	1.4

The phenotype microarray using Biolog PM2A was tested under the microaerobic conditions for the *ptrR* mutant phenotype and the *E. coli* WT BW25113 strain. The phenotype using Glu as the energy/nitrogen source was minimal when D-glucosamine or dihydroxyacetone was the carbon source. The *ptrR* mutant defect in growth/respiration with glycine, l-ornithine, or gamma-hydroxybutyrate was observed using M9 medium with l-glutamate as the sole nitrogen source. Phenotypes for the *ptrR* mutant with d-tagatose, oxalomalic acid, gamma-hydroxybutyrate, glycine, and l-alaninamide were observed under the same conditions with Glu as a supplement (Fig. S10). The regulatory effect of PtrR during aerobic growth with putrescine/Glu as the nitrogen source was detected for M9 medium with glycerol as the primary carbon source. The growth of BW25113 (WT) as well as *ptrR, yneH (glsB)* null mutant strains are shown in Fig. 5B-C. The *E. coli* WT strain had a longer lag-phase compared to the *ptrR* mutant. A growth deficiency for a *glsB* mutant was observed under the same conditions, suggesting a functional relationship between GlsB (YneH) and Sad, encoding genes conserved in genome clusters with *ptrR*. The effect of a *yneH* deletion was substantial as cells approached the stationary phase.

### PtrR-dependent regulation during growth with Ptr/Glu as nitrogen sources and antibiotic resistance

The *E. coli* WT and *ptrR* mutant were grown aerobically in M9 medium with 20 mM Glu and Ptr as nitrogen sources and 0.2% glycerol. To determine the effect of the *ptrR* deletion mutation, the cells were collected at the log-phase, and total mRNA was purified (see Materials and methods). PuuR and PuuADE, SodB, and two copper related transport systems’ mRNA levels increased in the *ptrR* mutant strain (Table 5). SodB (superoxide dismutase) mRNA was increased in *ptrR* mutant and SodB produced H_2_O_2_. The *copA* and *cus* operons are regulated by the CusSR and HprRS system. H_2_O_2._is the effector for HprRS and likely has a transcriptional effect for the *copA* and *cus* system.

**Table 5:** Differentially expressed *ptrR* adjacent genes revealed by RNA-Seq *ptrR*(*yneJ)* deletion mutant strain and wild type *E. coli* strains during growth in M9 medium with glucose as the primary carbon source and 20 mM l-glutamate as nitrogen source.

Locus tag	Base mean	log^2^ fold change	*p* value	Gene name
b1525	222.2	1.32	0.022	*sad*
b1526	26.1	− 6.69	0.0003	*yneJ*
b1527	14.1	2.78	0.032	*yneK*

Antibiotic resistance induced by *ptrR* mutation in *E. coli* BW25113 was detected. We propose that PtrR negatively controls the FnrS small RNA, which is involved in regulation of MarA mRNA. MarA is a global regulator of *E. coli* genes involved in resistance to antibiotics, oxidative stress, organic solvents, and heavy metals^30^. We tested the *ptrR* mutant and wild type *E. coli* strains for antibiotic resistance using the Biolog plate 11C^31^. Since FnrS is under positive control of the global anaerobic regulator Fnr, *E. coli* was grown under microaerobic conditions. The *ptrR* mutant showed increased resistance to high concentrations of demeclocycline, a tetracycline group antibiotic, which survived after 42 h, in contrast to the wild type. We also detected the increased resistance of the *ptrR* mutant to chlorotetracycline (another tetracycline analog) (Fig. S11). However, with other antibiotics tested, no significant difference in growth of the mutant and wild type strains was observed.

## Discussion

In this study, we applied a systems approach to characterize the transcriptional responses of seven putative LTFs: YbdO (CitR), YbeF, YbhD, YcaN, YiaU (LpsR), YgfI (DhfA), and YneJ (PtrR) (Table 6). The transcriptional response for the deletion of each LTF had been detected by RNAseq in M9 minimal medium supplemented by 7 mM l-threonine for all yTFs, except PtrR. The transcriptional analysis for the *ptrR* deletion mutant was detected in the M9 medium with Ptr and/or Glu as nitrogen source. For LTFs, conserved adjacent genes had been shown to be differentially expressed. For example, gene clusters encoding *ybdNM* and citrate utilization genes *citCDEF* (citrate lyase) were detected as transcriptionally regulated in the *citR* deletion mutant. The CitR DNA-binding site upstream of *citR* has been predicted and confirmed by ChIP-exo assay, suggesting autoregulation. CitR has been shown to be important for the growth in minimal medium supplemented by citrate at acidic conditions, suggesting citrate lyase regulation microaerobically. Additionally, flagella biosynthesis genes (FlhDC regulon) were differentially expressed in the mutant. The *citR* mutant in *E. coli* BW25113 fitness phenotype had been previously shown for motility in LB medium. Additionally, CitR is important for *E. coli* BW25113 fitness in minimal medium with glycolate as the carbon source (fit.genomics.lbl.gov), and D-glycine as the nitrogen source. The phenotype for formate and l-glutamate utilization *citR* deletion mutant was detected microaerobically (Fig. 7). YbeF is conserved in the gene cluster with citrate lyase encoding genes. The *ybeF* deletion leads to *lrhA* gene downregulation and upregulation of FlhDC regulated genes and, accordingly, the FlhDC iModulon.

**Table 6:** Summary of the yTFs newly characterized in this study. Abbreviation: LPS-lipopolysaccharide.

yTF gene name	Number of DEGs	DNA binding sites (ChIP-exo/DNA-binding predicted)	Predicted roles	Related references
YbdO	86	2/1 *ybdO*	Citrate utilization related, Flagella biosynthesis	2
YgfI	1402	2/9 *dhaK, pflB, adhE, hycBCDEF, narZ*	Dihydroxyacetone, glycerol or Thr utilization	2
YiaU	674	9/5 *waaPSBOJYZU (*operon), *yjiT, adeP, yiaT, gltD*	Membrane modification/ LPS biosynthesis	2
YcaN	702	6/2, *ycaC, ycaD*	unknown	2
YbhD	238	1/2, *ybhH, ybhI*	L-malate utilization related	2
YbeF	67	3/-	Flagella biosynthesis, putative citrate utilization related	2
YneJ	121	9/2, *sad, fnrS*	Putrescine utilization related	12–15, 17–19, 24–27

**Figure 7:**
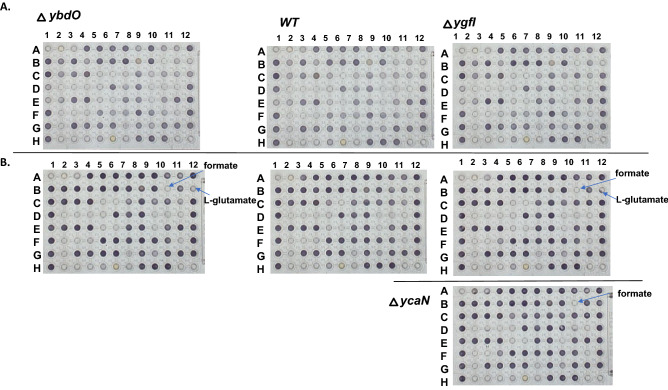
The systems approach for the phenotype detection of the transcription factors *ybdO*, *ycaN* and *ygfI* deletion mutants. The phenotype microarray (Biolog PM1 plate) (**A.** 12 h and **B.** 24 h growth) in M9 medium (95 carbon sources screening for *ybdO* and *ygfI, ycaN* deletion mutant strains compared to *E. coli* BW25113 (wild type, *WT*) strain. The carbon sources in PM1 plate: l-arabinose, *N*-acetyl-glucosamine, succinate, d-galactose, l-aspartate, l-proline, d-alanine, d-trehalose, d-mannose, d-serine, acetate, d-fructose, l-rhamnose, l-lactate, d-xylose, d-sorbitol, l-fucose, d-gluconate, d-glucuronate, d-glycerol-P, d-glucose, d-mellibiose, Lactose, maltose, uridine, l-glutamine, adenosine, l-glutamate, adenosine, l-serine, l-threonine, etc.

The YgfI (DhfA) DNA-binding site upstream of the *dhaKLM* operon for dihydroxyacetone phosphotransferase was detected by ChIP-exo. The transcriptome analysis shows that DhfA was important for regulation of *dhaKLM, pflB, hycBCDEFG, narZYWV* and *adhB*. 

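The *narZYWV* genes, which encode the second nitrate reductase of *E. coli* and its chaperone, had low values in both strains. *narZ* (b1468, 1538850 to 1542590), the gene of the catalytic subunit, was at 1.83 and 2.23 TPM in the *ygfI* (*dhfA*) mutant and at 13.6 and 6.09 TPM in the wild type, a log2 fold change of -1.75 ± 0.78 (SE, n = 2) that did not pass the test (adjusted p = 0.117). *narY* and *narW* had -1.35 ± 0.68 (adjusted p = 0.166) and -2.07 ± 0.86 (adjusted p = 0.0915), and *narV* had -0.02 ± 0.86 (adjusted p = 0.989), at 16.5 and 11.5 TPM in the mutant against 13.8 and 14.3 TPM. *narZ*, *narY* and *narW* passed the test with the mid-exponential libraries alone and with the 4 libraries of the comparison, and the sign of *narV* turned without *ygfI* replicate 2 (0.22) and against the late-exponential wild type (0.19). Of 28 genes of anaerobic respiration, these 4 among them, 16 fell and none rose (20 when adjusted over the list alone), with a median of -2.61 (adjusted p = 0.267 with an estimated correlation). The dimethyl sulfoxide reductase gene *dmsA* fell by a log2 fold change of -5.18 ± 0.43 (adjusted p = 4.9e-06), its homologue *ynfE* by -5.28 ± 0.40 and the nickel transporter gene *nikA* by -4.66 ± 0.46.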

The *dhfA* mutant growth phenotype using glycerol as a carbon source had been detected (Fig. 3C). The common DNA-binding motif upstream of the *dhak, pflB, adhE, hycB,* and *narZ* genes was found, but future experiments to confirm DhfA binding to the predicted DNA-binding sites are essential (Table 6). The PflB and *hycBCDEFG* encoded hydrogenlyase are involved in pyruvate and Thr utilization as energy source (Fig. 3F). The *dhfA* mutant growth deficiency on glucose as the carbon source in minimal medium at microaerobic conditions had been shown, but supplementation by Thr reduced the growth phenotype (Fig. S7), suggesting DhfA dependent *pflB* and *hycBCDEFG* activation important for anaerobic metabolism. *dhfA* deletion mutant phenotype had been detected in microaerobic conditions for formate utilization in minimal medium after incubation at 37 °C for 24 h (Fig. 7).

We suggest re-name YiaU to LpsR, lipopolysaccharide biosynthesis regulator. ChIP-exo detected multiple LpsR DNA-binding sites (Fig. 4A). 

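*gltB* and *gltD*, which encode the large and small subunits of glutamate synthase, had lower values in both *yiaU* (*lpsR*) mutant libraries than in both wild type libraries. *gltD* (b3213) fell from 728 and 1234 TPM to 332 and 273 TPM, a log2 fold change of -1.65 ± 0.39 (SE, n = 2, adjusted p = 0.0175). *gltB* (b3212, 3354725 to 3359185) was at 230 and 310 TPM in the wild type and at 85.9 and 115 TPM in the mutant, a log2 fold change of -1.42 ± 0.51 that did not pass the test (adjusted p = 0.0867) but did with voom on recovered reads (-1.58). Of the 3 glutamate synthase genes 1 fell and none rose (3 when adjusted over the list alone), with an adjusted p = 0.386 with an estimated correlation. The call of *gltD* ended without *yiaU* replicate 1 (adjusted p = 0.0646), *yiaU* replicate 2 (0.102) or wild type replicate 2 (0.216), and with the late-exponential libraries or the 4 libraries of the comparison alone (0.131 and 0.0627).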

The RNAseq transcriptomic analysis and ChIP-Exo (LpsR DNA-binding) additionally detected direct regulation of the *waaPSBOJYZU* operon *gltB* and *adeP* genes, suggesting LpsR relationship to glutamate metabolism. *lpsR* deletion mutant transcriptomic analysis suggested the regulation of *yiaT*, the conserved adjacent gene to *lpsR*, which is divergently transcribed and *yeaK*, encoding deacylase for mischarged aminoacyl-tRNA (l-serine, l-threonine) (Table 3, Fig. 4D). Thr supplement in minimal medium could lead to mischarged tRNA and LpsR is important for the *yeaK* regulation in the presence of Thr. 

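*yeaK*, the gene of the deacylase that clears mischarged aminoacyl-tRNA, was among the genes that fell most in the *yiaU* (*lpsR*) mutant. It was at 71.7 and 132 TPM in the late-exponential wild type and at 5.59 and 1.42 TPM in the mutant, a log2 fold change of -4.62 ± 0.54 (SE, n = 2, adjusted p = 1.8e-04). *yeaK* (b1787) lies at 1873574 to 1874077 of the MG1655 chromosome. Its call held when each library of the comparison was left out in turn. All of these cultures grew with Thr, and a culture without it was not analysed here.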

The *lpsR* deletion leads to increased sensitivity to oxacillin in RPMI_10LB medium microaerobically and LpsR was found to have the effect on the biofilm formation previously^3^.

The *ybhD* adjacent gene *ybhH* conserved in enterobacterial genomes was upregulated in the *ybhD* deletion mutant. The *ybhH, ybhI,* and *ybhD* genes are conserved adjacent genes and potentially regulated by Nac (EcoCyc). YbhI is the putative tricarboxylate transporter, homologous to 2-oxoglutarate/malate translocator, (id. 35%) (Fig. S8)^32^. We detected the *ybhD* deletion strain growth phenotype in the M9 minimal medium with glycerol (carbon source), supplemented by l-malate (Fig. S9), but not in the absence of l-malate, suggesting that the de-repressed *ybhI* and *ybhH* genes are probably involved in l-malate utilization (Table 6).

We detected that PtrR (YneJ) is the transcriptional regulator for Sad and the small RNA*,* FnrS. PtrR was predicted to be a repressor of the *fnrS* gene, encoding a small regulatory RNA (Table 6). We demonstrated PtrR binding to the predicted DNA-binding site. According to RNA-Seq data, PtrR is a repressor for *sad* under the nutrient limitation-stress conditions. The *ptrR* gene deletion effect was shown by growth phenotype (aerobically) and phenotype microarray data (micro-aerobically).

PtrR-mediated regulation appears to be important for Ptr utilization as an energy source. A pleiotropic effect of the PtrR-dependent regulation of the *sad* gene under nitrogen/carbon starvation has been investigated and discussed. The known stress/starvation sigma σ^S^-controlled *csiD-ygaF*-*gabDTP* region is related to GABA utilization, while Sad is important for Ptr utilization^25,33–35^.

Extracellular Ptr alters the OmpF porin charge and pore size, resulting in partial pore closure and a consequent decrease in outer membrane permeability^15,36^. Our results demonstrated that PtrR is important for the growth of the *E. coli* BW25113 strain with Glu as the sole nitrogen source and glycerol as the carbon source and resistance to the tetracycline group of antibiotics (i.e., demeclocycline and chlortetracycline), but not to chloramphenicol, erythromycin, and other antibiotics. PtrR is potentially important for the regulation of the highly conserved, anaerobically induced small RNA- *fnrS*, which is likely important for regulation under anaerobic growth conditions^37^. Interestingly, a *ptrR* mutant was shown previously to be resistant to bacteriophage lambda infection^38^ and we found that PtrR is potentially related to tetracycline resistance^39^. ChIP-exo and RNAseq results have been analyzed, providing a hypothesis for the physiological functions of YneJ (tentatively re-named PtrR, putrescine related regulator), YgfI (tentatively re-named DhfA, dihydroxyacetone phosphotransferase and formate utilization activator), and YbdO (tentatively re-named CtrR, citrate utilization related regulator).

The identification of the additional DNA-binding sites for YgfI, YcaN, YiaU, YbeF, YneJ by gSELEX (genomic SELEX) method in the presence of Thr in the minimal medium possibly will provide additional information about novel LTFs transcriptional regulatory network^6,40^. LTFs are not always expressed under laboratory growth conditions (for instance, see Ishihama et al. J. Bacteriol. 196, 2718–2727, 2014).

Taken together, the systems analysis of the *E. coli* BW25113 and MG1655 strains transcriptomic data, ChIP-exo DNA-binding data for LTF, and the regulated biochemical pathway reconstruction and fitness/phenotype of the LTF deletion mutants strains produce fruitful hypotheses for the yTF function prediction that is important for TRN reconstruction in *E. coli*.

## Methods

### RNA sequencing

The wild type BW25113 strain was grown as a control for the isogenic *ptrR* mutant strain. Pre-cultures were obtained by scraping frozen stocks and growing the cells in LB medium. Cells were washed twice with M9 medium and inoculated to an OD_600_ of 0.05. The cells were collected at an OD_600_ of 0.9 (only *ycaN, yiaU, ybhD* mutants and the WT control were collected at OD_600_ of 2.0; late-exponential phase) and were harvested using the Qiagen RNA-protect bacteria reagent according to the manufacturer’s specifications. Pelleted cells were stored at − 80 °C, and after cell resuspension and partial lysis, they were ruptured with a beat beater; the total RNA was extracted using a Qiagen RNA purification kit. After total RNA extraction and subsequent ribosomal RNA removal, the quality was assessed using an Aglient Bioanalyser using an RNA 6000 kit. The data processing is described in Supplemental materials.

### Protein purification

The PrtR-producing strain was grown overnight, re-inoculated into 50 mL of the fresh medium, and induced with 0.6 mM IPTG after an OD_600_ of 0.6 was reached. The cells were harvested after 4 h and lysed, the cell pellet was resuspended in the lysis buffer. Rapid purification of recombinant proteins on Ni-nitrilotriacetic acid-agarose minicolumns was performed. The protein was refolded on a mini-column, and the buffer was changed to a buffer containing 0.1 M Tris–HCl, 0.1 M NaCl, 10 mM urea.

### Fluorescent polarization assay

The purified PtrR protein and 10 nM fluorescently labeled DNA fragment (5′-gggTTCTCGATTCGTGAAggg-3′) were incubated in the assay mixture. The PtrR binding assay mixture (0.1 ml) contained Tris buffer, pH 7.5, 0.1 M NaCl, 10 mM MgSO_4_, 5 mg/ml sperm DNA and 1uM of the fluorescently labeled predicted PtrR binding DNA fragment as well as 0–0.6 mM GABA. Then the PtrR protein (0–1.5 uM) was added to the assay mixture, and it was incubated for 1 h at 30 °C in the presence or the absence of GABA.

### Targeted high-performance liquid chromatography

For organic acid and carbohydrate detection, samples were collected after 4 h for every 30–45 min. The filtered samples were loaded onto a 1260 Infinity series (Agilent Technologies) high-performance liquid chromatography (HPLC) system with an Aminex HPX-87H column (Bio-Rad Laboratories) and a refractive index detector and HPLC was operated using ChemStation software. The HPLC was run with a single mobile phase composed of HPLC grade water buffered with 5 mM sulfuric acid (H_2_SO_4_). The flow rate was held at 0.5 mL/minute, the sample injection volume was 10 uL, and the column temperature was maintained at 45 °C. The identities of compounds were determined by retention time comparison to standard curves of acetate, ethanol, glucose, lactate, pyruvate, formate and succinate. The peak area integration and resulting chromatograms were generated within ChemStation and compared to that of the standard curves to determine the concentration of each compound in the samples.

### Phenotype microarray

The *E. coli* BW25113 wild type and *ybdO, ygfI, ptrR* mutant strains were grown overnight in M9 glucose medium, washed with M9 medium (PM1, PM2) or RPMI with 10% LB (RPMI_LB) for PM12B and inoculated as recommended to the Omnolog plates PM1, PM2, PM11C or PM12B, for the antibiotic resistance measurements at 37 °C. The experiments were repeated two times.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## References

[1] Gao Y (2021). Unraveling the functions of uncharacterized transcription factors in *Escherichia coli* using ChIP-exo. Nucleic Acids Res..

[2] Rodionova IA (2021). Identification of a transcription factor, PunR, that regulates the purine and purine nucleoside transporter punC in *E. coli.*. Commun. Biol..

[3] Schellhorn, H. Faculty opinions recommendation of novel regulators of the csgD gene encoding the master regulator of biofilm formation in *Escherichia coli* K-12. In *Faculty Opinions—Post-Publication Peer Review of the Biomedical Literature* (2020). 10.3410/f.738307210.793578431.

[4] Yamanaka Y, Shimada T, Yamamoto K, Ishihama A (2016). Transcription factor CecR (YbiH) regulates a set of genes affecting the sensitivity of *Escherichia coli* against cefoperazone and chloramphenicol. Microbiology.

[5] Maddocks SE, Oyston PCF (2008). Structure and function of the LysR-type transcriptional regulator (LTTR) family proteins. Microbiology.

[6] Ishihama A, Shimada T, Yamazaki Y (2016). Transcription profile of *Escherichia coli*: Genomic SELEX search for regulatory targets of transcription factors. Nucleic Acids Res..

[7] Knapp GS, Hu JC (2010). Specificity of the *E. coli* LysR-type transcriptional regulators. PLoS ONE.

[8] Lachnit T, Bosch TCG, Deines P (2019). Exposure of the host-associated microbiome to nutrient-rich conditions may lead to dysbiosis and disease development—an evolutionary perspective. mBio.

[9] Rychel K (2021). iModulonDB: A knowledgebase of microbial transcriptional regulation derived from machine learning. Nucleic Acids Res..

[10] Website. Price, Morgan (2020): The Fitness Browser: Genome-wide mutant fitness data for diverse bacteria (November 2020 release). figshare. Dataset. 10.6084/m9.figshare.13172087.v1.

[11] Rodionova IA (2018). The uridylyltransferase GlnD and tRNA modification GTPase MnmE allosterically control folylpoly-γ-glutamate synthase FolC. J. Biol. Chem..

[12] Li, J. *et al.* Polyamines disrupt the KaiABC oscillator by inducing protein denaturation. *Molecules***24** (2019).10.3390/molecules24183351PMC676730131540079

[13] Latour YL, Gobert AP, Wilson KT (2020). The role of polyamines in the regulation of macrophage polarization and function. Amino Acids.

[14] Publio BC, Moura TA, Lima CHM, Rocha MS (2018). Biophysical characterization of the DNA interaction with the biogenic polyamine putrescine: A single molecule study. Int. J. Biol. Macromol..

[15] Tkachenko AG, Pozhidaeva ON, Shumkov MS (2006). Role of polyamines in formation of multiple antibiotic resistance of *Escherichia coli* under stress conditions. Biochemistry.

[16] Nemoto N (2012). Mechanism for regulation of the putrescine utilization pathway by the transcription factor PuuR in *Escherichia coli* K-12. J. Bacteriol..

[17] Kurihara S (2008). gamma-Glutamylputrescine synthetase in the putrescine utilization pathway of *Escherichia coli* K-12. J. Biol. Chem..

[18] Kurihara S, Kato K, Asada K, Kumagai H, Suzuki H (2010). A putrescine-inducible pathway comprising PuuE-YneI in which gamma-aminobutyrate is degraded into succinate in *Escherichia coli* K-12. J. Bacteriol..

[19] Gao Y (2018). Systematic discovery of uncharacterized transcription factors in *Escherichia coli* K-12 MG1655. Nucleic Acids Res..

[20] Romiyo V, Wilson JW (2020). Phenotypes, transcriptome, and novel biofilm formation associated with the ydcI gene. Antonie Van Leeuwenhoek.

[21] Lehnen D (2002). LrhA as a new transcriptional key regulator of flagella, motility and chemotaxis genes in *Escherichia coli*. Mol. Microbiol..

[22] Gonzalez R, Murarka A, Dharmadi Y, Yazdani SS (2008). A new model for the anaerobic fermentation of glycerol in enteric bacteria: Trunk and auxiliary pathways in *Escherichia coli*. Metab. Eng..

[23] Lee J-H, Lee K-L, Yeo W-S, Park S-J, Roe J-H (2009). SoxRS-mediated lipopolysaccharide modification enhances resistance against multiple drugs in *Escherichia coli*. J. Bacteriol..

[24] Yeo S-J, Jeong J-H, Yu S-N, Kim Y-G (2012). Crystallization and preliminary X-ray crystallographic analysis of YgjG from *Escherichia coli*. Acta Crystallogr Sect. F Struct. Biol. Cryst. Commun..

[25] Schneider BL, Reitzer L (2012). Pathway and enzyme redundancy in putrescine catabolism in *Escherichia coli*. J. Bacteriol..

[26] Park SA, Park YS, Lee KS (2014). Kinetic characterization and molecular modeling of NAD(P)(+)-dependent succinic semialdehyde dehydrogenase from Bacillus subtilis as an ortholog YneI. J. Microbiol. Biotechnol..

[27] Fuhrer T, Chen L, Sauer U, Vitkup D (2007). Computational prediction and experimental verification of the gene encoding the NAD^+^/NADP^+^-dependent succinate semialdehyde dehydrogenase in *Escherichia coli*. J. Bacteriol..

[28] Anand A (2019). Pseudogene repair driven by selection pressure applied in experimental evolution. Nat. Microbiol..

[29] Romine MF (2017). Elucidation of roles for vitamin B12 in regulation of folate, ubiquinone, and methionine metabolism. Proc. Natl. Acad. Sci..

[30] Barbosa TM, Levy SB (2000). Differential expression of over 60 chromosomal genes in *Escherichia coli* by constitutive expression of MarA. J. Bacteriol..

[31] Berger P (2019). Carriage of Shiga toxin phage profoundly affects *Escherichia coli* gene expression and carbon source utilization. BMC Genomics.

[32] Weber A (1995). The 2-oxoglutarate/malate translocator of chloroplast envelope membranes: Molecular cloning of a transporter containing a 12-helix motif and expression of the functional protein in yeast cells. Biochemistry.

[33] Schneider BL (2002). The *Escherichia coli* gabDTPC operon: Specific gamma-aminobutyrate catabolism and nonspecific induction. J. Bacteriol..

[34] Iyer S, Le D, Park BR, Kim M (2018). Distinct mechanisms coordinate transcription and translation under carbon and nitrogen starvation in *Escherichia coli*. Nat. Microbiol..

[35] Shimizu, K. Metabolic regulation and coordination of the metabolism in bacteria in response to a variety of growth conditions. In *Bioreactor Engineering Research and Industrial Applications I* 1–54 (2015). 10.1007/10_2015_320.10.1007/10_2015_32025712586

[36] Iyer R, Delcour AH (1997). Complex inhibition of OmpF and OmpC bacterial porins by polyamines. J. Biol. Chem..

[37] Durand S, Storz G (2010). Reprogramming of anaerobic metabolism by the FnrS small RNA. Mol. Microbiol..

[38] Banzhaf W (2020). Evolution in Action: Past, Present and Future: A Festschrift in Honor of Erik D. Goodman.

[39] Rodionov DA, Gelfand MS, Mironov AA, Rakhmaninova AB (2001). Comparative approach to analysis of regulation in complete genomes: Multidrug resistance systems in gamma-proteobacteria. J. Mol. Microbiol. Biotechnol..

[40] Ishihama A (2010). Prokaryotic genome regulation: Multifactor promoters, multitarget regulators and hierarchic networks. FEMS Microbiol. Rev..

# Supplementary material for: A systems approach discovers the role and characteristics of seven LysR type transcription factors in Escherichia coli
**Source:** Sci Rep. 2022 May 4;12:7274. doi: 10.1038/s41598-022-11134-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplemental materials.**

RNA sequencing. Paired-end RNA-sequencing libraries were prepared as described (38).

Raw-sequencing reads were mapped to the reference genome (NC_000913.3) of *E. coli* K-12 MG1655 using bowtie (v1.1.2) with the following options “-X 1000 -n 2 -3 3”. Transcript abundance was quantified using *summarizeOverlaps* from the R *GenomicAlignments* package (v1.18.0) with the following options: “mode = “IntersectionStrict”, singleEnd = FALSE, ignore.strand = FALSE, preprocess.reads = invertStrand”. To ensure the quality of the compendium, genes shorter than 100 nucleotides and genes with under 10 fragments per million-mapped reads across all samples were removed before further analysis. Transcripts per million (TPM) were calculated by *DESeq2* (v1.22.1). The final expression values were log-transformed log^2^(TPM + 1), referred to as log-TPM.

**ChIP-Exo experiments.** Chip-exo experiments were performed following the procedures previously described. To identify PtrR binding sites for each strain, the DNA bound to PtrR from formaldehyde cross-linked cells, collected after growth in M9, was isolated by chromatin immunoprecipitation (ChIP) with the antibodies that specifically recognize the myc tag (9E10, Santa Cruz Biotechnology), and Dynabeads Pan Mouse IgG magnetic beads (Invitrogen) were added, followed by stringent washings as described previously ^2^. ChIP materials (chromatin-beads) were used to perform on-bead enzymatic reactions of the ChIP-exo method. Briefly, the sheared DNA of the chromatin-beads was repaired by the NEBNext End Repair Module (New England Biolabs), followed by the addition of a single dA overhang and ligation of the first adaptor (5’-phosphorylated) using a dA-Tailing Module (New England Biolabs) and NEBNext Quick Ligation Module (New England Biolabs), respectively. Nick repair was performed by using the PreCR Repair Mix (New England Biolabs). Lambda exonuclease- and RecJf exonuclease-treated chromatin was eluted from the beads, and overnight incubation at 65 degrees reversed the protein-DNA cross-links. RNA- and protein-free DNA samples were used to perform primer extension and second adaptor ligation with the following modifications. The DNA samples, incubated for primer extension as described previously (38), were treated with the dA-Tailing Module and NEBNext Quick Ligation Module (New England Biolabs) for second adaptor ligation. The DNA sample, purified using the GeneRead Size Selection Kit (Qiagen), was enriched by polymerase chain reaction (PCR) using Phusion High-Fidelity DNA Polymerase (New England Biolabs). The amplified DNA samples were purified again with a GeneRead Size Selection Kit (Qiagen) and quantified using Qubit dsDNA HS Assay Kit (Life Technologies). The quality of the DNA sample was checked by running the Agilent High Sensitivity DNA Kit using an Agilent 2100 Bioanalyzer before sequencing using HiSeq 2500 (Illumina) following the manufacturer’s instructions. Each modified step was also performed following the manufacturer’s instructions. ChIP-exo experiments were performed in duplicate.

**FIGURES**

**Fig. S1** Alignment of the LTTR transcription factors in Escherichia coli K-12 MG1655. Sequence profiles of the proteins were aligned in Clustal Omega. One of the most common regulator families in prokaryotes is lysR-type transcriptional regulators (LTTR). The lysR-type HTH domain is a DNA-binding, winged-turn-helix (wHTH) domain of about 60 residues present in the N-terminal part. LTTRs are present in diverse bacterial genera, archaea and algal chloroplasts. All LTTRs contain the DNA-binding lysR-type HTH domain.

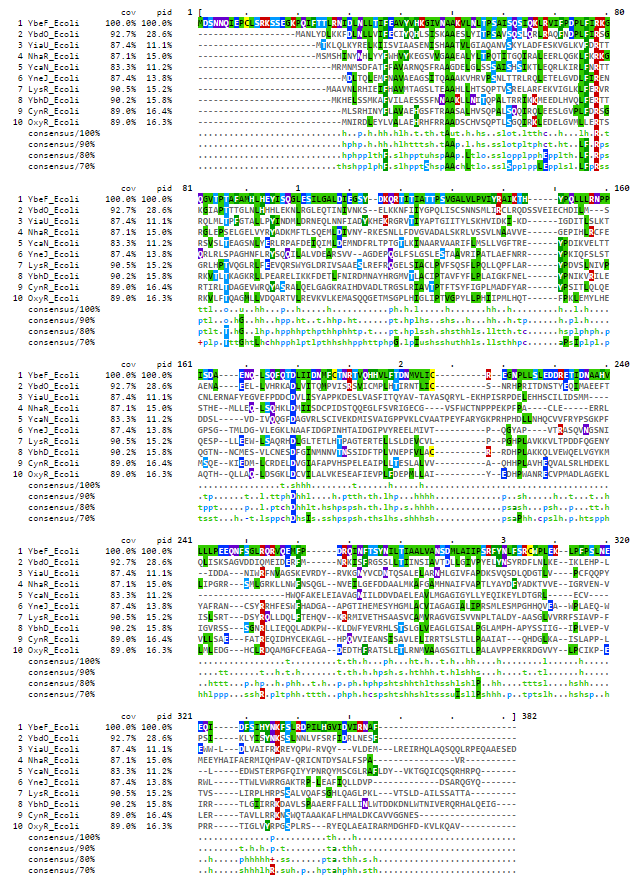

**Fig. S2** The predicted YbdO binding site (yellow backgrond) upstream of *ybdO* gene, suggesting that *ybdO* is autoregulator as supported by ChiP-exo DNA-binding and RNA-seq data (Table 2), the ybdO start of the gene is marked by red font.

| \| display  items per page \| \| --- \| |
| --- | --- |
| \| T \| displaying 1 - 10 of 11 \| next»  last» \| \| --- \| --- \| --- \| |
| \| **ID** \| **Organism** \| **Annotation** \| \| --- \| --- \| --- \| \| fig\|83333.1.peg.604 \| Escherichia coli K12 \| LysR-family transcriptional regulator YbdO \| \| fig\|1068608.3.peg.3106 \| Escherichia coli XH140A \| LysR-family transcriptional regulator YbdO \| \| fig\|457401.3.peg.1903 \| Escherichia sp. 4_1_40B \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|556266.3.peg.3380 \| Shigella sp. D9 \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|766158.3.peg.679 \| Shigella flexneri 2850-71 \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|216599.1.peg.581 \| Shigella sonnei 53G \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|621.8.peg.5123 \| Shigella boydii ATCC 9905 \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|358708.5.peg.2095 \| Shigella dysenteriae 1012 \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|754333.3.peg.2625 \| Escherichia albertii TW11588 \| Putative LysR-family transcriptional regulator YbdO \| \| fig\|585054.5.peg.2409 \| Escherichia fergusonii ATCC 35469 \| Putative LysR-family transcriptional regulator YbdO \|    |

Bottom of Form

fig|83333.1.peg.604 Escherichia coli K12

fig|1110693.3.peg.466 Escherichia coli str. K-12 substr. MDS42

fig|457401.3.peg.1903 Escherichia sp. 4_1_40B

fig|556266.3.peg.3380 Shigella sp. D9

fig|624.753.peg.3857 Shigella sonnei strain NLAE-zl-G496

fig|373384.11.peg.637 Shigella flexneri 5 str. 8401

fig|621.221.peg.5428 Shigella boydii strain ATCC 35964

fig|564.14.peg.4142 Escherichia fergusonii strain FDAARGOS_170

fig|622.435.peg.3171 Shigella dysenteriae strain ATCC 12039

fig|208962.68.peg.595 Escherichia albertii strain 1551-2

fig|1499973.6.peg.1976 Escherichia marmotae strain HT073016

fig|67829.4.peg.1024 Citrobacter murliniae strain P080C CL

fig|67827.10.peg.3160 Citrobacter werkmanii strain FDAARGOS_364

fig|1006003.3.peg.132 Citrobacter freundii ATCC 8090 = MTCC 1658

fig|545.11.peg.827 Citrobacter koseri strain FDAARGOS_86

fig|133448.4.peg.3409 Citrobacter youngae strain L6

fig|469595.3.peg.1261 Citrobacter sp. 30_2

fig|1218086.3.peg.1181 Citrobacter sedlakii NBRC 105722

fig|57706.65.peg.4328 Citrobacter braakii strain MiY-A

fig|1218085.3.peg.3193 Citrobacter rodentium NBRC 105723

fig|1064551.5.peg.662 Salmonella enterica subsp. enterica serovar Thompson str. RM6836

fig|208962.68.peg.595 t-agaaaaa**CTTAA**cgataaa**TTAAG**taaagaa-a-----------ataa

fig|1499973.6.peg.1976 t-agaaaaa**CTTAA**tcgtgaa**TTAAG**taaaata-acataatatataaaaa

fig|564.14.peg.4142 t-agaaaat**CTTAA**tccaaag**TTAAG**cagaaaa-acataat----acata

fig|622.435.peg.3171 t-agaaaaa**CTTAA**tcctgag**TTAAG**taaaaaa-acataat----ataaa

fig|373384.11.peg.637 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-acataatcaataaaaa

fig|621.221.peg.5428 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-acataatcaataaaaa

fig|556266.3.peg.3380 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-atataatcaataaaaa

fig|624.753.peg.3857 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-atataatcaataaaaa

fig|83333.1.peg.604 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-acataatcaataaaaa

fig|1110693.3.peg.466 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa-acataatcaataaaaa

fig|457401.3.peg.1903 t-agaaaaa**CTTAA**tcctgag**TTAAG**caaaaaa--cataatcaataaaaa

fig|67829.4.peg.1024 t-agttttag**TTAA**ctgttca**TTAAG**atttaaatggatatgtgctaagaa

fig|67827.10.peg.3160 t-agtttaag**TTAA**ctattca**TTAAG**cgtataaaagattcttaaaagaaa

fig|1006003.3.peg.132 t-agctaaag**TTAA**ttattca**TTAAG**cacacaa-acataaatttcaagaa

fig|57706.65.peg.4328 ttagtttaaa**TTAA**taattca**TTAAG**cacacaa-acataaatcacaagaa

fig|133448.4.peg.3409 t-agtttaag**TTAA**ttattca**TTAAG**c-cataa-acataaactctaagaa

fig|469595.3.peg.1261 t-agtttaag**TTAA**ttattca**TTAAG**c-cataa-acataaactctaagaa

fig|545.11.peg.827 t-agtattat**T**g**AA**agagaat**TTAAG**cttagcaaacatcactattgtaaa

fig|1218086.3.peg.1181 t-agccata**CT**a**AA**tgtcact**TTAAG**tttg-cattgaaaaattttattca

fig|1218085.3.peg.3193 t-agccata**CT**a**AA**actaact**TTAAG**tcaggcattgatttctttagctta

fig|1064551.5.peg.662 t-agtttaaa**T**a**AA**ctctaca**TTAAG**tttaataaacataactctggtaaa

* ** * ** ***** * *

fig|1499973.6.peg.1976 tacataaagcca-tatcattgacttgatgaata--ttatgagaacaagca

fig|564.14.peg.4142 taaatacaacaa-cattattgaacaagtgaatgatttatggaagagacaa

fig|622.435.peg.3171 taca-acagcag-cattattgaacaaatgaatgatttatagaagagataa

fig|373384.11.peg.637 tacatacgcaaa-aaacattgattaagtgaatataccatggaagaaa-aa

fig|621.221.peg.5428 tacatacgcaaa-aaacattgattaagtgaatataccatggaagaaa-aa

fig|556266.3.peg.3380 tatatacgcaaa-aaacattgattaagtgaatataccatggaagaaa-aa

fig|624.753.peg.3857 tatatacgcaaa-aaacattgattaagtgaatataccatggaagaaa-aa

fig|83333.1.peg.604 tatatacgcaaa-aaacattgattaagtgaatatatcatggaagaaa-aa

fig|1110693.3.peg.466 tatatacgcaaa-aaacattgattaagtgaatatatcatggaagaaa-aa

fig|457401.3.peg.1903 tatatacgcaaa-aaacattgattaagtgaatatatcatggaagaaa-aa

fig|67829.4.peg.1024 tgattaataac--ttagaca--taatgaaacggaatatttcagagcaaag

fig|67827.10.peg.3160 taatttgcaat--tcaaata--tataaaaatgaaatatttccacataaaa

fig|1006003.3.peg.132 taactaccatt--taaacta--ttccacaattgaatttttcactacatta

fig|57706.65.peg.4328 tattcacaact--taaaata--tttcagaattaaatttttcaaaacatga

fig|133448.4.peg.3409 tgattagaatt--taaatta--ttcaacaattgaattatcctatacatta

fig|469595.3.peg.1261 tgattagaatt--taaatta--ttcaacaattgaattatcctatacatta

fig|545.11.peg.827 gcattggatgtg-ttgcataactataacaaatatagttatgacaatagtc

fig|208962.68.peg.595 tacataaagcca-tactattgacttgatgaata--ttatgataa-aagca

fig|1218086.3.peg.1181 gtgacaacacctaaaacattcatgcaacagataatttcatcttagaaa-t

fig|1218085.3.peg.3193 a-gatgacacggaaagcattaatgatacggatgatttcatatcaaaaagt

fig|1064551.5.peg.662 ttattgagatt--aagtcataat--catggaagataccatgataatgc--

fig|1499973.6.peg.1976 t-----atga-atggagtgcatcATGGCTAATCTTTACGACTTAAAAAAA

fig|564.14.peg.4142 t-----acaa--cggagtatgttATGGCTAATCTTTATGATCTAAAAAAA

fig|622.435.peg.3171 t-----atga--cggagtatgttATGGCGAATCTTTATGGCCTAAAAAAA

fig|373384.11.peg.637 t-----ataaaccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|621.221.peg.5428 t-----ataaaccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|556266.3.peg.3380 t-----ataa-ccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|624.753.peg.3857 t-----ataa-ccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|83333.1.peg.604 t-----ataa-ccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|1110693.3.peg.466 t-----ataa-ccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|457401.3.peg.1903 t-----ataa-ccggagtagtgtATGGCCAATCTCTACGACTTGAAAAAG

fig|67829.4.peg.1024 c-taagacaggaatggata---tATGGCTAACCTTTACGACCTCAAAAAA

fig|67827.10.peg.3160 t-aacaatgagaatataca---tATGGCTAACCTCTATGACCTTAAAAAA

fig|1006003.3.peg.132 c-catcacaggaaggtacg---cATGGCTAACCTCTATGACCTCAAAAAG

fig|57706.65.peg.4328 c-catcacaggaaggtatg---tATGGCTAACCTCTATGACCTTAAAAAG

fig|133448.4.peg.3409 c-catcacaggaaggtatg---cATGGCTAACCTCTATGACCTCAAAAAA

fig|469595.3.peg.1261 c-catcacaggaaggtatg---cATGGCTAACCTCTATGACCTCAAAAAA

fig|545.11.peg.827 a-caaaacaggaagaaaaaaa-cATGGCTAATCTCTACGATCTCAAAAAA

fig|208962.68.peg.595 tgaatcatga-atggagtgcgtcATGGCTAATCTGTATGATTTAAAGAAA

fig|1218086.3.peg.1181 g------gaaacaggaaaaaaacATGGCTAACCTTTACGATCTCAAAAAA

fig|1218085.3.peg.3193 g------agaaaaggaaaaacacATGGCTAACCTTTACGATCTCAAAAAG

fig|1064551.5.peg.662 -----------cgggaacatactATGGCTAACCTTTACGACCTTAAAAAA

***** ** ** ** * * ** **

**Fig S3** YbeF and ybdO gene clustering with citCDEFXGT (citrate lyase) and citAB(transcriptional regulator)in E. coli, Salmonella, Citrobacter sp.

**Fig. S4**

**Fig. S4** FlhDC regulon and additional flagella related genes form “FlhDC” iModulon (iModulonDB), transcriptional activity for yTF mutant strains in mid-exponential (WT, ybdO, ybeF, ygfI and late exponential (WT_LL, ycaN_LL, yiaU_LL) growth phase.

**Fig. S5A** *YbhJ* (red) genome context with the *ybhD* (dark purple), *ybhI* (dark blue), Gnl-2-oxoglutarate/malate translocator precursor and *ybhH* (dark salad green).

**
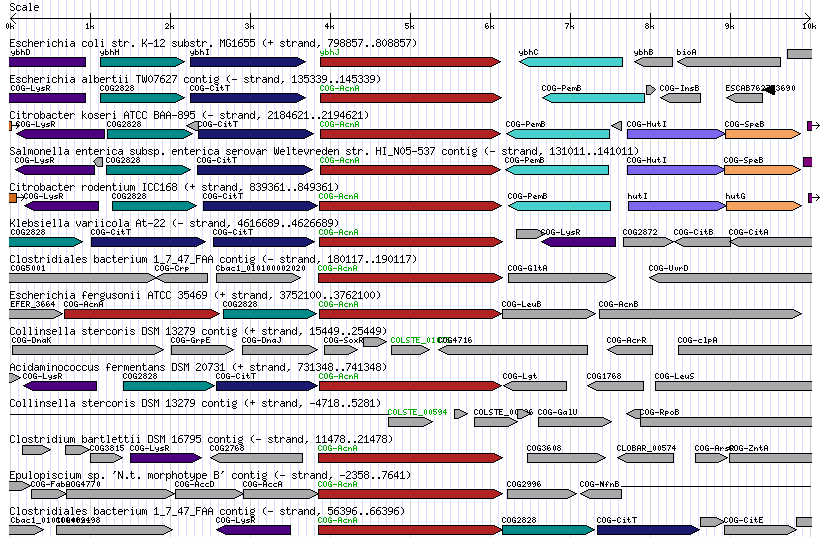
**

**Fig S5B YbhI alignment with the Gnl-2-oxoglutarate/malate translocator precursor from Spinach (TCDB).**

>gnl|BL_ORD_ID|13007 gnl|TC-DB|Q41364|2.A.47.3.1 2-OXOGLUTARATE/MALATE

TRANSLOCATOR PRECURSOR - Spinacia oleracea (Spinach). Length = 569

Score = 810, Bits(316), Expect = 9.11157e-101

Identities=35.7%, Positives=56.4%

Query: 5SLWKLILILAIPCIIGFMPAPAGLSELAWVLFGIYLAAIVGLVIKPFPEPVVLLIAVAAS 64

S+ L+ + I I F+ P P G+S AW L I+ L+ IVG++ +P P V L+ + AS

Sbjct:103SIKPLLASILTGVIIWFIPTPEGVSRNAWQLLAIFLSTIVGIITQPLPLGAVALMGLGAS162

Query: 65 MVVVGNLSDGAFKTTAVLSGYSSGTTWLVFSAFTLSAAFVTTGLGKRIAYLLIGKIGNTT 124

++ AF S + WL+ AF + F+ TGLG RIAY + G+++

Sbjct: 163 VLTKTLTFSAAF------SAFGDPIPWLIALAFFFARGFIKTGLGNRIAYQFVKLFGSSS 216

Query: 125 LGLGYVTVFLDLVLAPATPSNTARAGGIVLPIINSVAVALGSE-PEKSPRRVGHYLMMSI 183

LGLGY VF + +. LAPA PS +. ARAGGI LP++ S+ +. A GS + + R++G +. LM++

Sbjct: 217 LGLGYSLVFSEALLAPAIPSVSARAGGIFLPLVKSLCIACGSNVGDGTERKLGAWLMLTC 276

Query: 184 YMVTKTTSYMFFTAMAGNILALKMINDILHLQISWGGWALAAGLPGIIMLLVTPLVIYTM 243

+ + +. S MF TAMA N L+ + + + I W WA AA +. PG++ L+ V PL++ Y +

Sbjct: 277 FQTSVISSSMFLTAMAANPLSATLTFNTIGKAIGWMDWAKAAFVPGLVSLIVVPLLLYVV 336

Query: 244 YPPEIK-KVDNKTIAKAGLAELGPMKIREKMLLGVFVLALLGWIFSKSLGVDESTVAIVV 302

YPPEIK D + AK L ++. GPM E ++ +. L + W+F LGVD T AI+

Sbjct: 337 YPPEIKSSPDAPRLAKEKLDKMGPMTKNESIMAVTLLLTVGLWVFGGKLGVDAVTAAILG 396

Query: 303 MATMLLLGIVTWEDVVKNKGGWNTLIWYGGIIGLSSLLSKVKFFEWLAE-VFKNNLAFDG 361

++ +L+ G+VTW++ + W+TL W+ +I ++ L+K W +E V K

Sbjct: 397 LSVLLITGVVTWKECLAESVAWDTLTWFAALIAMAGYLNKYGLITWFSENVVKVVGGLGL 456

Query: 362 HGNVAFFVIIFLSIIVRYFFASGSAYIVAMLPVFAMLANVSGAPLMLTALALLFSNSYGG 421

++F V++ L YFFASG+A+I AM F +A+ G P L A+ L F ++ G

Sbjct: 457 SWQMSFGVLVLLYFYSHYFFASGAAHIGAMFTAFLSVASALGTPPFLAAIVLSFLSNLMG 516

Query: 422 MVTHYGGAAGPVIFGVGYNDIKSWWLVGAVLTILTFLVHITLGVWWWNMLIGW 474

+THYG + PV. +G Y + WW G +++I+ ++ + +G WW + W

Sbjct: 517 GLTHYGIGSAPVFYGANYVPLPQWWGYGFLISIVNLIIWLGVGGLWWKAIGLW 569

**Fig. S6 The** growth measurement of the *ybhD* mutant  (orange and grey line) compared to the wild type BW25113 strain of *E. coli* (blue and yellow line). Growth was measured in 96-well plates with glucose or glycerol as the carbon source (in the presence and the absence of 10 mM malate).

M9 medium, 0.4% glycerol carbon source, L-malate 10 mM

**Fig. S7** The microaerobic growth for the ygfI deletion mutant (blue,orange) and E. coli BW25113 (red, yellow) in M9 glucose medium (A) and the same medium supplemented with 7 mM L-threonine.

**Fig. S8** The predicted YneJ DNA-binding site (red font) upstream of *yneJ* gene, ChIP-Exo detected DNA is marked with green background**.**

**yneI<-**

fig|457401.3.peg.516 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|1050617.5.peg.1967 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|83333.1.peg.1513 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|556266.3.peg.269 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|344609.11.peg.1857 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|216599.12.peg.1800 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|300267.13.peg.1966 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|564.14.peg.3012 CCGGAGTAATGGT**CAT**cgggg----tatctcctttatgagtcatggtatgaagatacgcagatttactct

fig|1499973.6.peg.993 CCGGAGTGATGGT**CAT**cgggg----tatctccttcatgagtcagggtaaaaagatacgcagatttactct

fig|208962.36.peg.1540 CCGGAGTGATGGA**CAT**cagga----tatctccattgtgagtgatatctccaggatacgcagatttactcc

fig|1006003.3.peg.577 CTGCTGTGATAGT**CAT**taagtgc-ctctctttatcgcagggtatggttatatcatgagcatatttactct

fig|1173691.3.peg.4273 CTGCTGTGATAGT**CAT**taagtgc-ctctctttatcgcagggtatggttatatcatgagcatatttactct

fig|67829.4.peg.3175 CTGCTGTGATGGT**CAT**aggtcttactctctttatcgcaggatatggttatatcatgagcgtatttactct

fig|545.23.peg.4274 CAGGTGTCATCGT**CAT**cggtttgtctctctacgttgcggga-atgcctgcataatgggcgcatttactct

fig|35703.30.peg.4088 CCGGTGAAATCGT**CAT**acag-----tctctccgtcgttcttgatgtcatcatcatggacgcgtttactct

* * * ** * *** * *** * * * ** * *******

YneJ binding area YneJ binding site **-> yneJ**

fig|457401.3.peg.516 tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tgct**ATG**GATCTGACCCAACTGGAGATGTT

fig|1050617.5.peg1967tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tgct**ATG**GATCTGACCCAACTGGAGATGTT

fig|83333.1.peg.1513 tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tgct**ATG**GATCTGACCCAACTGGAGATGTT

fig|556266.3.peg.269 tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tatt**ATG**GATCTGACCCAACTGGAGATGTT

fig|344609.11peg.1857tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tatt**ATG**GATCTGACCCAACTGGAGATGTT

fig|216599.12peg.1800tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tgtt**ATG**GATCTGACCCAACTGGAGATGTT

fig|300267.13.peg1966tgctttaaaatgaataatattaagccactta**ttcacaaatcgagaa**tatt**ATG**GATCTGACCCAACTGGAGATGTT

fig|564.14.peg.3012 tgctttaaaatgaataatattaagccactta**ttcacgaatcgagaa**tgtt**ATG**GATCTGACCCAACTGGAGATGTT

fig|1499973.6.peg.993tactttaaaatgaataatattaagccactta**ttcacgaattgagaa**tact**ATG**GATCTAACCCAACTGGAGATGTT

fig|208962.36.peg1540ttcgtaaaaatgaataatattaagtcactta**ttcacaaatcgagaa**tgcc**ATG**GACCTGACCCAGTTAGAGATGTT

fig|1006003.3.peg.577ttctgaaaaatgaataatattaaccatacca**ttcacgaatagagaa**aatt**ATG**GATCTGACGCAGCTGGAAATGTT

fig|1173691.3.peg4273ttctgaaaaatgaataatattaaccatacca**ttcacgaatagagaa**aatt**ATG**GATCTGACGCAGCTGGAAATGTT

fig|67829.4.peg.3175 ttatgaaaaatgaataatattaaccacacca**ttcacgaatagagaa**aaca**ATG**GATCTGACGCAACTGGAAATGTT

fig|545.23.peg.4274 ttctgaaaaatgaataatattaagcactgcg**ttcacaaaaagagaa**aatc**ATG**GATCTGACTCAGCTGGAAATGTT

fig|35703.30.peg.4088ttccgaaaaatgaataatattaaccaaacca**ttcacgaagagagaa**aacc**ATG**GATCTGACCCAACTGGAGATGTT

* ***************** ***** ** ***** **** ** ** ** * ** ****

**2^nd^ branch of YneJ in Serratia / Yersinia / Erwinia**

fig|1206776.4.peg.1570catgccgcagtattaaa-**ctcacaaaaaatgaa**taatactcatcaagttc**atcacgaaaagagaa**gac-cATGGA

fig|399741.3.peg.1566 catgccgcagtattaaa-**ctcacaaaaactgaa**taatactcaccaagttc**atcacgaaaagagaa**gac-aATGGA

fig|615.1.peg.4875 catgccgcagtattaaa-**ctcacaaaaactgaa**taatagttatcaagttc**atcacgaaacgagaa**tat-tATGGA

fig|349967.3.peg.2685 catgcctgagcattaga-**atcacaaaaaatgaa**taatagtcactaagttc**atcacaaaaagagaa**cacttATGGA

fig|349968.3.peg.1236 catgcctgagcattaga-**atcacaaaaaatgaa**taatactcattaagttc**atcacaaaaagagaa**tacatATGGA

fig|349966.3.peg.2345 catgcctgagcattaga-**atcacaaaaaatgaa**taattctcactaagttc**atcacaaaaagagaa**cgattATGGA

fig|349965.3.peg.1395 catgcctgagcattaga-**atcacaaaaaatgaa**taatgctcattaagttc**atcacaaaaagagaa**cacctATGGA

fig|630.2.peg.2749 catgcctgagcattaga-**atcacaaaaaatgaa**taatactcactaagttc**atcacggaaagagaA**TGCTTATGGA

fig|187410.1.peg.2620 catgcctgagtattaga-**atcacaaaaaatgaa**taatagtcattaagttc**atcacaaaaagagaa**catctATGGA

fig|273123.1.peg.1629 catgcctgagtattaga-**atcacaaaaaatgaa**taatagtcattaagttc**atcacaaaaagagaa**catctATGGA

fig|218491.3.peg.2039 cacagcttgccgctacac**ttcacaaaaaatgaa**taatcaaacaccagttc**attacgaaaagagaa**aac-cATGGA

** * ** * ********* ******** ******* ** ** **** *****

**-> yneJ**

**Fig.S9 A.** The aerobic growth for the ptrR (yneJ) (dark blue line) deletion mutant and *E. coli* BW25113 (orange line) in modified M9 medium glycerol (0.1%) as carbon source and 20 mM L-Glutamate (nitrogen source), and in 96-well plates and the same medium (with glycerol 0.4%) in culture tubes.

**B.** The phenotype in plates PM2 for the ptrR (yneJ) deletion mutant and *E. coli* BW25113 in M9 medium without carbon source, supplemented by L-glutamate (20mM)

**Fig. S10** The antibiotic resistance phenotype for the *ptrR* (*yneJ*) deletion mutant and *E. coli* BW25113 wild type (blue line) for the plate PM11C, Biolog for two different concentrations of tetracycline is **A.** 1X and **B.** 8X.
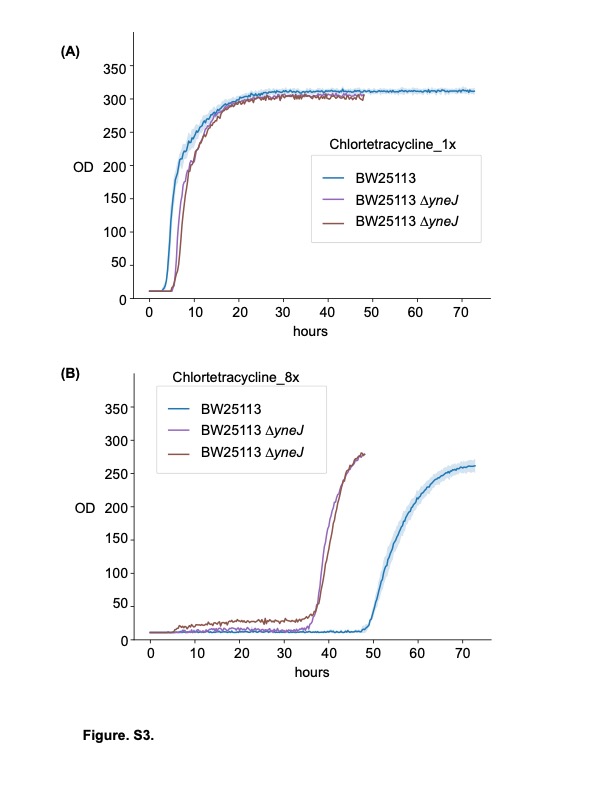

**TABLES**

**Table S1**

| b-number | *gene* | | Sequence | Position | Score | Log^2^ fold change |
| --- | --- | --- | --- | --- | --- | --- |
| b2724 | *hycB* | | GccGGACAAAGAACTC | -447 | 5.65 | -9.0 |
| \| b0903 \| \| --- \| | *pflB* | | GATGGACAAAGCGTTC | -356 | 7.26 | -5.39 |
| b1200 | *dhaK* | | GATGCACAAtGGATTC | -92 | 6.22 | -1.39 |
| b1241 | *adhB* | | GATGCtgAAAGGTGTC | -274 | 5.16 | -5.70 |
| b2503 | *pdeF* | GActCACAAAaGGTTC | | -365 | 5.16 | - |
| b4076 | *nrfA* | GATGaAtAAAGGGCTt | | -390 | 5.37 | - |
| b4020 | *yjbB* | GATtCACAAAtCTGTC | | -230 | 5.36 | - |
| b4028 | *yjbG* | GcTGGACgAAGAAGTC | | -153 | 4.80 | - |
| b1468 | *narZ* | GATGtACAAccGTGTC | | -75 | 5.87 | -2.28 |

**Table S2**

How the deposited data were processed for this re-analysis (not part of the article)

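RNA sequencing libraries of *E. coli* BW25113 and of 6 single-gene deletion mutants were analysed, 16 libraries in all, with 2 libraries for each strain and growth phase. The *ybdO*, *ybeF* and *ygfI* mutants were set against the mid-exponential wild type, and the *ybhD*, *ycaN* and *yiaU* mutants against the late-exponential wild type. Conditions were taken from the sample labels and the paper. The titles of the *ygfI* libraries carry the tag of the late libraries, and the paper's statement that they are mid-exponential was followed. The source names of the *yiaU* libraries name *ycaN*, and their titles and genotypes, which name *yiaU*, were followed.

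As the supplementary methods describe, the authors mapped reads to the MG1655 reference genome with bowtie, counted read pairs per gene and calculated TPM, in which each gene's reads are scaled by its length, with DESeq2. The deposited table holds these TPM, which the authors scaled for gene length and to the same total in each library, on a linear scale. It holds no counts. For the genes that could be matched by locus tag to a reference length, TPM multiplied by length was divided by the smallest unit that made the low values whole, and the quotients were taken as reads. At a tolerance of 0.05, where chance gives 10%, between 92.0 and 97.9% of values under 50 reads were whole. For the 15 deeper libraries the shallowest held 22.7 times the reads of *ycaN* replicate 2. In that library 1 read on a gene of 1 kb stands for 17.0 TPM, so genes below about this level cannot be told from absent there, against 0.389 to 0.716 TPM in the others.

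Values were compared as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with the mean of each of the 8 groups in a single fit and moderated variances with a trend. Genes with a TPM of at least 5 in at least 2 libraries were tested, which kept 3936 and left out 319. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The errors given are standard errors of the fitted log2 fold change. Gene groups were tested with camera from limma at a preset correlation of 0.01 and again with the correlation estimated from the data, and with fry. The 41 gene lists hold 493 tested genes. They were fixed, with the comparisons, the thresholds and the alternatives, before the data were examined, and the paper's tables had been read by then. For counts "adjusted over the list alone", the p-values of the list's members were adjusted among themselves.

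The genes named are the deleted gene and every gene that the paper names for the mutant, the genes with the largest rise or fall among those past the test whose mutant libraries both lie beyond both wild type libraries (up to 10 each way), and up to 4 members of each list with a member past the test. The values of the paper's tables had been seen when this rule was written. Genes outside the rule (*pagP* and genes set beside the paper's values) were chosen after their values were seen.

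The alternatives tried were pseudocounts of 0.25 and 5, no filter and a filter at 20 TPM, median-of-ratios rescaling, quantile normalization, the 8 libraries of the same phase or the 4 of the comparison alone, replicate number as a block, robust moderation and none of the trend, limma's arrayWeights (statmod 1.5.0), a fold threshold, an adjusted p under 0.01, each library of the comparison left out in turn, and the late-exponential wild type as the control of *ygfI*. Voom on recovered reads, fits without *ycaN* replicate 2 and a crossed replicate block were added after the data were seen. Comparisons that share wild type libraries were set against 100 simulated draws of unchanged groups, with noise drawn for each gene separately. The fit was tested on simulated data in which 200 genes were changed: between 32 and 53% of those moved by a log2 value of 2 were called, between 1 and 9% of those moved by 1, and none in the wrong direction. In the list test on unchanged simulated data, 40 lists were tested in each of 6 comparisons, and 2 calls were made in all. Noise was drawn for each gene separately there too, so this does not measure false calls for lists of correlated genes. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.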

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

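The tests of the stretch around *ybdO*, of *lrhA*, of the wild type stock and of the genes the paper names for *ycaN* were chosen only after the result was seen; those of chance spread in the flagellar list and of growth stage across all genes in the *ycaN* mutant were set before theirs.

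A scan of the chromosome for runs of higher genes in the *ybdO* mutant gave the stretch from *nfrA* to *rihA*, in which the 49 genes other than *ybdO*, *ybdN*, *ybdM* and the *cit* genes with at least 20 reads in each wild type library had a median log2 fold change of 0.76, against -0.15 for the other genes, with none of the 49 past the test alone. Low values of the wild type in that stretch are argued against by the *ybeF* mutant, where the same genes had a median of -0.21 against the same wild type libraries. A duplicated stretch of the chromosome in the mutant remains a candidate explanation for the neighbours. Bounds found from 1 *ybdO* and 1 wild type library gave a median of 0.71 or 0.72 in the other library of each, depending on which was used for the bounds. That shows that the rise repeats between libraries. It cannot tell a duplication from another cause that acts on the whole stretch. The lower quartile of the 49 was 0.53, but *cstA* (-0.05), *hcxA* (0.28) and *ybdL* (0.11), close to *ybdM*, were not raised like the rest. A duplication does not account for *ybdN*, *citC*, *citE* and *citF*. The lowest of these rose by 2.90, above *pagP* at 1.43, the highest of the 49. That is also above *dpiA* at 1.67, the highest of those with fewer reads. DNA copy number was not analysed here, and no biological explanation was tested.

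The flagellar list was higher than the wild type in every mutant, with the lowest median, 3.38, in the *ybhD* mutant, whose flagellar genes the paper does not discuss. Over 100 simulated unchanged groups the highest median was 0.25, which argues against chance spread that is independent between genes. The simulation drew noise for each gene separately, while the list had an estimated correlation of 0.34. It therefore cannot decide on chance spread of the shared wild type libraries that these genes have in common. Lower *lrhA* may account for the rise in the *ybdO*, *ybeF*, *ygfI* and *ybhD* mutants, where *lrhA* fell, least in *ybhD* (-2.02, adjusted p = 0.0208). These mutants were grouped after that fall was seen, so the test cannot decide it. *lrhA* fell more in *ybdO* (-4.36) than in *ybeF* (-3.59), yet the list rose less in *ybdO* (median 3.55 against 4.74). In *ybhD* both were smallest. Lower *lrhA* does not account for the rise in the *yiaU* mutant, where *lrhA* was above both wild type libraries (0.98 ± 0.41, adjusted p = 0.136). In the *ycaN* mutant, with the largest of the 6 medians (5.16) and *lrhA* at -1.00 (adjusted p = 0.0815), the spread leaves it open. A difference between the wild type stock and the mutant strains cannot be told apart from an effect of each deletion, since all 6 medians are set against 1 wild type strain. An effect of each deleted regulator therefore stays open and untested.

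The *ycaN* mutant differed from its wild type along the change from late to mid phase: across genes its log2 fold changes had a correlation of -0.50 with the late minus mid difference in the *ybhD*, *yiaU*, *ybdO* and *ybeF* libraries. The few reads of *ycaN* replicate 2 are argued against as the cause, since replicate 1 alone gave -0.54 (replicate 2 alone gave -0.37). Cultures at an earlier growth stage than the wild type cultures remain a candidate explanation across all genes. In the late minus mid difference, however, only the late libraries carry the title tag, so growth phase cannot be told apart from what the tag marks. For the 21 genes that the paper names as lower in this mutant, growth stage cannot be told apart from an effect of the deletion. With growth stage alone few should lie under the mid-exponential wild type. Of the 21, 7 had a mean at or above it, while 7 lay below both of its libraries in both *ycaN* libraries. The second count leans in part on *ycaN* replicate 2, where 1 read on a gene of 1 kb stands for 17.0 TPM. The mid-exponential wild type held *astA* at 12.1 and 7.46 TPM and *tnaB* at 11.5 and 11.7 TPM, under that level.

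The *lrhA* effect differed between mutants when the difference itself was tested, by 5.34 ± 0.58 between *yiaU* and *ybdO* (adjusted p = 7.7e-04) and by 3.01 ± 0.41 between *yiaU* and *ybhD* (adjusted p = 0.0132). The *yiaU* and *ybdO* cultures were in different growth phases, each with its own wild type. The first difference can therefore not be told apart from one of growth phase, or of the title tag, which the *ybdO* libraries lack. The late and mid-exponential wild types, which the paper does not compare, differed in 1687 genes. Only the late one carries the tag, so this number cannot be put down to growth phase alone.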

How the results depend on the processing

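Voom, fits without *ycaN* replicate 2 and the crossed block were chosen after seeing the data. The alternative with edgeR and DESeq2 was meant for counts, which the file does not hold, and it was not run on the recovered reads. Of 144 named values, 144 kept direction and side of the threshold without a filter and with a log2 fold change of at least 1 required, 142 with a pseudocount of 5 or robust moderation, 140 without a trend, 138 with the replicate block or voom, 137 without *ycaN* replicate 2, 136 with a pseudocount of 0.25, 135 with median-of-ratios rescaling or quantile normalization, 129 with arrayWeights, 128 of 134 with at least 20 TPM, 123 at an adjusted p under 0.01, 115 with the 8 libraries of a phase, 95 with the 4 of the comparison and 30 of 44 with the late wild type as the control of *ygfI*. Of 86 list calls, an estimated correlation kept 8 and fry 47. Where a phase or comparison was fitted alone fewer libraries measured the spread; for the other changes the cause was not tested. Depth limits *ycaN* replicate 2, with 44425 reads.

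The number of genes past the test was, for *ybdO*, *ybeF*, *ygfI*, *ybhD*, *ycaN* and *yiaU* in turn, 160, 88, 1927, 47, 181 and 940 with arrayWeights. With the 8 libraries of the phase it was 1819 for *ygfI*, 20 for *ybhD*, 264 for *ycaN* and 80 for *yiaU*, and with the 4 libraries of the comparison 1740, 10, 45 and 150. At an adjusted p under 0.01 it was 38 for *ybdO*, 686 for *ygfI*, 44 for *ybhD*, 461 for *ycaN* and 177 for *yiaU*. With voom on recovered reads it was 1688 for *ygfI*, 247 for *ybhD* and 974 for *yiaU*, and without *ycaN* replicate 2 in any fit 180 for *ybhD* and 829 for *yiaU*. Between *ybdO* and *ybeF* it was 0 with a pseudocount of 0.25, 6 with one of 5, 1 with at least 20 TPM, 1 with median-of-ratios rescaling, 8 with quantile normalization, 11 with 8 libraries, 0 with 4, 1 with the replicate block, 1 with robust moderation, 5 without a trend, 31 with arrayWeights, 0 at an adjusted p under 0.01, 14 without *ycaN* replicate 2 and 18 with voom. With 1 library left out, the lone sample being assumed to vary like the other groups, the number ran from 38 to 47 for *ybdO*, 46 to 50 for *ybeF*, 677 to 757 for *ygfI*, 33 to 185 for *ybhD*, 310 to 1865 for *ycaN*, 100 to 317 for *yiaU*, 1096 to 1373 for late against mid wild type and 0 to 0 for *ybdO* against *ybeF*. Whether the replicate numbers pair the samples stays open, since replicate differences of mutant and wild type had correlations from -0.21 (*ybdO*) to 0.32 (*ybhD*). With the crossed block 55 genes passed for *ybdO* and 54 for *ybeF*.

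Against the late wild type the direction in the *ygfI* mutant turned for *dhaK* (1.11), *dhaL* (0.77), *dhaM* (0.43) and *narV* (0.19), and for the medians of dihydroxyacetone kinase (0.77), arginine synthesis (1.68), nitrogen limitation (1.75) and ribosomal proteins (1.58). *narV* also turned with voom (0.20) and, with 1 library left out, ran from -0.27 to 0.22 (0.00 without wild type replicate 2, 0.22 without *ygfI* replicate 2). The median of the methionine list in the *ybhD* mutant ran from -2.34 without *ybhD* replicate 2 to 0.55 without *ybhD* replicate 1.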

Differences from the paper's values

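The paper states no threshold for its counts or tables, so the counts below are set beside ones at an adjusted p under 0.05. Of the genes in the paper's tables, 85 of Table 1, 76 of Table 2 and 16 of Table 3 could be compared, and all moved in the same direction, with correlations of 0.997, 0.993 and 0.999 between the paper's log2 fold changes and those computed here; 59, 76 and 16 of them passed the test. For Table 1 the number that passed was 84 with arrayWeights, 70 with 8 libraries, 69 after quantile normalization and 42 with 4 libraries, and for Table 3 it was 3 with 8 libraries, 6 with 4 and 4 without wild type replicate 2.

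In the *ybdO* mutant, *citE* rose by the paper's 4.4 and by 3.73 here, and lies within the error with a pseudocount of 0.25, at 20 TPM and after quantile normalization and not under the other 11 of 14 alternatives that keep all libraries of the comparison. *fliT* rose by the paper's 5.3 and by 3.74 here, and lies within it with a pseudocount of 0.25 alone.

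In the *ygfI* mutant, genes listed at 0 in both mutant libraries were *hycB* (6.23 here, the paper's fall of 9.0 in both tables that list it), *cspG* (the paper's 7.6, 6.34 here), *ygfI* itself (the paper's 7.3, 4.01 here), *ynbB* (the paper's 6.1, 2.96 here), *hypC* (the paper's 6.1, 4.49 here) and *yjhQ* (the paper's 5.2, 2.81 here). For these 6 the pseudocount sets the size of the fitted fall, so whether they lie within the error is a choice of pseudocount and no test of the paper's value: with 0.25 all but *ygfI* do, and with the others that keep all libraries of the comparison none do. Of the other genes, *hypB* fell by the paper's 7.5 and by 6.02 here, *ydhY* fell by the paper's 6.1 and by 5.45 here, *yecR* rose by the paper's 6.6 and by 5.63 here, *yghG* by the paper's 5.8 and by 4.48 here, and *fliT* by the paper's 5.2 and by 4.07 here. Each lies within the error with a pseudocount of 0.25; *ydhY* does so also after quantile normalization, *yecR* at 20 TPM and with the late wild type as the control, and *fliT* with that control; the other alternatives leave each outside.

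In the *yiaU* mutant, *wbbH* fell by the paper's 1.9 and by 2.39 here, and lies within the error after median-of-ratios rescaling and quantile normalization alone. *waaY* fell by the paper's 1.77 and by 2.21 here and *waaO* by the paper's 1.22 and by 1.69 here, and both lie within it with a pseudocount of 5, after both rescalings and with 8 libraries, and not under the rest. *waaB* fell by the paper's 1.76 and by 2.21 here, and lies within it under these and with 4 libraries, with the replicate block and without a trend.

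With 1 of the 4 libraries of the comparison left out, the value lay within the error in 3 of 4 cases for *yecR*, in 2 for *citE*, *fliT* in the *ybdO* mutant, *hypB*, *ydhY*, *wbbH*, *waaY*, *waaO* and *waaB* and in 1 for *yghG* and *fliT* in the *ygfI* mutant; for *hypC*, with its fall set by the pseudocount, it did so in 4, and for *hycB*, *cspG*, *ygfI*, *ynbB* and *yjhQ* in 0.

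The number of differentially expressed genes in Table 6 was the paper's 238 for *ybhD* against 91 here, and the paper's 702 for *ycaN* against 1101 here. For *ybhD* the number was within 1.5 times only without *ybhD* replicate 2 (185) among the alternatives set before the data were examined, and, chosen after seeing the values, with voom (247) and with *ycaN* replicate 2 left out of every fit (180). For *ycaN* it was within 1.5 times after median-of-ratios rescaling (787) and quantile normalization (802), without a trend (1044), with a log2 fold change of at least 1 required (1053), without *ycaN* replicate 2 (1014) and without wild type replicate 2 (834), not under the other alternatives set before the data were examined, and, chosen after seeing the values, with voom (957).

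Of the 85 genes of Table 1 compared, 26 did not pass the test here, and those of them named in the table alone are left out below. Among the genes named in the paper's text, these did not pass. In the *ybdO* mutant, *ybdM* (2.30) passed with 8 libraries, 4 libraries or arrayWeights, and, chosen after seeing the values, with voom (2.44) or without *ycaN* replicate 2, and *citD* (2.08) passed without a trend. *flhC* in the *ybeF* mutant (1.70) passed after quantile normalization (2.07) or with arrayWeights. In the *ycaN* mutant, *ycaC* (-1.08) passed with a pseudocount of 5, at 20 TPM, after median-of-ratios rescaling (-1.79) or quantile normalization (-1.44), with the replicate block, without *ycaN* replicate 1 and with voom, which was chosen after seeing the values; *tdh* (-1.36), *ilvB* (-0.52) and *glcF* (-1.00) passed after median-of-ratios rescaling or quantile normalization, and *tdh* also without *ycaN* replicate 1; *ilvN* (-1.28) passed under none. In the *ygfI* mutant, *hybE*, *narZ*, *narY* and *narW* passed with 8 libraries, 4 libraries or arrayWeights, *narW* also with a pseudocount of 5 (-1.51) or after quantile normalization (-2.20), and *hybF* with 8 libraries, arrayWeights or quantile normalization (-1.25) and without wild type replicate 1. Chosen after seeing the values, fits without *ycaN* replicate 2 called these 5 as well, and voom called *narZ* (-1.86) and *narW* (-1.92); *narV* (-0.02) passed under none. *ybhI* in the *ybhD* mutant (1.38) passed under none, and *gltB* in the *yiaU* mutant (-1.42) passed with voom (-1.58), chosen after seeing the values.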

Other observations

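All tests of lists in the next paragraphs used lists fixed beforehand; the comparison with growth phase in the *ygfI* mutant was made after its result was seen. From the mid to the late libraries of the wild type, ribosomal protein, arginine synthesis and nitrogen limitation genes fell. Acid resistance and general stress genes rose. Only the late libraries of the wild type carry the title tag, so growth phase cannot be told apart here from what the tag marks. Of 54 ribosomal protein genes 48 fell and none rose (50 when adjusted over the list alone; median -2.63; adjusted p = 0.389 with an estimated correlation), with *rpsN* at -3.65 ± 0.42 (SE, n = 2, adjusted p = 3.2e-05). All 11 arginine synthesis genes fell (11 when adjusted over the list alone; median -3.00; adjusted p = 0.389 with an estimated correlation), among them *argF* at -4.74 ± 0.41, as did 9 of 11 genes of nitrogen limitation (9 when adjusted over the list alone; median -4.29; adjusted p = 0.449 with an estimated correlation), among them the glutamine synthetase gene *glnA* at -5.04 ± 0.56. Of 10 acid resistance genes 9 rose (9 when adjusted over the list alone; median 3.01) and of 13 general stress genes 10 (10 when adjusted over the list alone; median 2.50), both with an adjusted p = 0.185 with an estimated correlation; the DNA-protecting gene *dps* rose by 5.30 ± 0.33 and the periplasmic chaperone gene *hdeA* by 4.81 ± 0.48. The acetyl-CoA synthetase gene *acs* rose by 6.08 ± 0.38 and the dicarboxylate transporter gene *dctA* by 5.75 ± 0.29. Rises and falls depend on the scaling: 499 genes rose and 1188 fell as deposited, 765 and 711 after median-of-ratios rescaling, and 774 and 983 after quantile normalization.

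In the *ygfI* mutant the histidine, maltose and cold shock genes fell and sulfate assimilation and copper export genes rose. All 8 histidine synthesis genes fell (8 when adjusted over the list alone; median -4.90; adjusted p = 0.252 with an estimated correlation), with *hisA* at -5.16 ± 0.44, and 9 of 11 maltose genes (10 when adjusted over the list alone; adjusted p = 0.304 with an estimated correlation), with *malE*, the maltose-binding protein gene, at -5.54 ± 0.71. Of 8 cold shock genes 7 fell (7 when adjusted over the list alone; adjusted p = 0.0604 with an estimated correlation), with *cspB* at -7.62 ± 0.77. Of 15 genes of sulfate assimilation 13 rose (13 when adjusted over the list alone; adjusted p = 0.304 with an estimated correlation), with *cysD* at 4.46 ± 0.46, and of 8 copper export genes 5 rose (6 when adjusted over the list alone; adjusted p = 0.476 with an estimated correlation), with *cusF* at 3.90 ± 0.82; *marA*, an activator of multidrug resistance genes, rose by 5.14 ± 0.62. Against the late wild type the calls of *cspB*, *cysD* and *hisA* ended. The cold shock list had a median of -0.01 in the *ybdO* mutant and 0.58 in the *ybeF* mutant. Its median was -6.10 from mid to late wild type and -5.38 in the *ygfI* mutant. The *ygfI* and late libraries share a title tag that the mid-exponential wild type lacks. What the tag marks cannot be told apart here from the deletion of *ygfI*. The log2 fold changes of this mutant had a correlation of 0.34 with the late minus mid difference of 4 other mutants. That difference shares no library with the *ygfI* comparison. Of the 537 genes that fell, 490 (91.2%) were lower in the late libraries there, against 64.5% of all genes tested. Of the 569 that rose, 248 (43.6%) were. In those 4 mutants too only the late libraries carry the tag, so growth phase cannot be told apart from what the tag marks.

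In the *ybdO* mutant 7 of 15 genes of sulfate assimilation rose (10 when adjusted over the list alone; adjusted p = 0.0951 with an estimated correlation), with *cysH* at 2.94 ± 0.58 (adjusted p = 0.0205), *cysI* at 2.57 ± 0.52 and *cysC* at 2.37 ± 0.43; these calls ended without *ybdO* replicate 1 (adjusted p 0.187 to 0.327) or either wild type replicate (0.0707 to 0.318), and with the 4 libraries of the comparison alone (0.0567 to 0.0986). In the *ybhD* mutant 6 of 11 O antigen genes fell (9 when adjusted over the list alone; median -1.62; adjusted p = 0.32 with an estimated correlation), with *glf* at -2.30 ± 0.48, *wbbI* at -1.88 ± 0.37 and *rfbC* at -1.80 ± 0.33; these calls ended without *ybhD* replicate 1 (adjusted p 0.0683 to 0.148) or wild type replicate 2 (0.196 to 0.343), and with the late-exponential libraries alone (0.253 to 0.328). The *ybhD* and *yiaU* mutants share their wild type: 36 genes fell in both, where independent calls would give 3.4, and their log2 fold changes had a correlation of 0.67 across genes, where simulated unchanged groups with a shared wild type gave 0.50 on average (covariance 0.711 against 0.223) and shared at most 1 called gene. Unchanged groups have few called genes to share, so part of the overlap can come from the shared libraries. In the *ycaN* mutant 6 of 15 genes of core lipopolysaccharide synthesis rose (7 when adjusted over the list alone; median 0.94, and 0.23 after median-of-ratios rescaling; adjusted p = 0.621 with an estimated correlation). The flagellar genes *fliA* (7.20 ± 0.42 in *ygfI*, 6.79 ± 0.42 in *yiaU* and 5.22 ± 0.42 in *ybhD*) and *motB* (7.15 ± 0.44 in *ycaN*) also rose outside the *ybdO* and *ybeF* mutants.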
